# Reprogramming towards totipotency is greatly facilitated by synergistic effects of small molecules

**DOI:** 10.1242/bio.023473

**Published:** 2017-04-15

**Authors:** Kei Miyamoto, Yosuke Tajima, Koki Yoshida, Mami Oikawa, Rika Azuma, George E. Allen, Tomomi Tsujikawa, Tomomasa Tsukaguchi, Charles R. Bradshaw, Jerome Jullien, Kazuo Yamagata, Kazuya Matsumoto, Masayuki Anzai, Hiroshi Imai, John B. Gurdon, Masayasu Yamada

**Keywords:** Nuclear transfer, Reprogramming, Epigenetic modification, Mouse

## Abstract

Animal cloning has been achieved in many species by transplanting differentiated cell nuclei to unfertilized oocytes. However, the low efficiencies of cloning have remained an unresolved issue. Here we find that the combination of two small molecules, trichostatin A (TSA) and vitamin C (VC), under culture condition with bovine serum albumin deionized by ion-exchange resins, dramatically improves the cloning efficiency in mice and 15% of cloned embryos develop to term by means of somatic cell nuclear transfer (SCNT). The improvement was not observed by adding the non-treated, rather than deionized, bovine serum. RNA-seq analyses of SCNT embryos at the two-cell stage revealed that the treatment with TSA and VC resulted in the upregulated expression of previously identified reprogramming-resistant genes. Moreover, the expression of early-embryo-specific retroelements was upregulated by the TSA and VC treatment. The enhanced gene expression was relevant to the VC-mediated reduction of histone H3 lysine 9 methylation in SCNT embryos. Our study thus shows a simply applicable method to greatly improve mouse cloning efficiency, and furthers our understanding of how somatic nuclei acquire totipotency.

## Abstract (precis)

**Summary:** The optimized culture condition with small molecules is sufficient to allow highly efficient mouse cloning by removing epigenetic barriers to reprogramming.

## INTRODUCTION

Nuclear reprogramming of a differentiated into undifferentiated embryonic cell state was originally demonstrated by the transfer of somatic cell nuclei into unfertilized eggs using frogs (Gurdon, 1962). Later, successfully cloned animals were reported in many mammalian species using similar strategies (Wakayama et al., 1998; Wilmut et al., 1997). These reprogramming technologies have been greatly accelerated by the finding of induced pluripotent stem (iPS) cells (Takahashi and Yamanaka, 2006). iPS cells are currently regarded as the most convincing source for regenerative medicine while mounting evidence suggests that somatic cell nuclear transfer (SCNT) into enucleated oocytes can result in embryonic stem cells with high quality from the cloned blastocysts (Kim et al., 2010; Ma et al., 2014; Tachibana et al., 2013). Moreover, nuclear transfer techniques offer unique opportunities to revive animals from frozen tissues, potentially including extinct animals (Folch et al., 2009; Wakayama et al., 2008), to produce transgenic animals from somatic cells and to propagate animals with beneficial traits. However, many of these promising attempts have been impeded by the low success rates of SCNT.

Tremendous efforts have been made to improve cloning efficiency. Since failures of epigenetic reprogramming have been often reported in cloned embryos during preimplantation development (Teperek and Miyamoto, 2013), small molecules to alter histone modifications are widely used to facilitate development of SCNT embryos (Ogura et al., 2013). The addition of trichostatin A (TSA), a histone deacetylase inhibitor, to culture medium of SCNT embryos for appropriate duration improves mouse cloning from less than 1% to 6.5% (Kishigami et al., 2006; Rybouchkin et al., 2006). TSA treatment increases levels of histone acetylation and reduces those of repressive histone methylation (Bui et al., 2010), which presumably results in correcting the aberrant expression of transcription factor genes in cloned two-cell embryos (Inoue et al., 2015). Recently, substantial improvements in mouse cloning have been shown by enzymatically removing repressive histone H3 lysine 9 trimethylation (H3K9me3) and up to 11% of SCNT embryos develop to term (Liu et al., 2016; Matoba et al., 2014). This is also true in the case of human somatic cell nuclear transfer (Chung et al., 2015). It is therefore desirable to develop a simple method to lower the level of H3K9me3 in SCNT embryos, for example by supplementation of small molecules to culture medium (Huang et al., 2016) in order to achieve dramatic improvement in animal cloning.

The effect of vitamin C (VC) on the reduction of histone H3K9 methylation and DNA methylation has been well documented in embryonic stem (ES) and iPS cells (Blaschke et al., 2013; Chen et al., 2013; Hore et al., 2016; Walter et al., 2016). VC mediates reduction of Fe^3+^ to Fe^2+^ (Hore et al., 2016), accelerating DNA and histone demethylation through the enhanced activity of Fe^2+^- and oxoglutarate-dependent enzymes (Monfort and Wutz, 2013). This role of VC as a potent epigenetic modifier, in addition to the well-characterized antioxidant role, allows enhanced reprogramming in iPS cells (Chen et al., 2013; Esteban et al., 2010; Stadtfeld et al., 2012; Wang et al., 2011). Reprogramming after SCNT is also aided by VC supplementation to embryo culture medium in mice (Mallol et al., 2015) and pig (Huang et al., 2011), although improvements in birth rates of cloned mice are modest compared to mRNA injection of histone modifiers (up to 5% versus 11%, respectively). The extent of epigenetic reprogramming and changes in gene expression need to be determined in VC-treated SCNT embryos. Another important aspect that has not been well explored is whether VC further enhances its effect on reprogramming in collaboration with other factors.

In this report, we examined synergistic effects of TSA and VC, two well-known epigenetic modifiers that can enhance reprogramming. We find that TSA and VC facilitate reprogramming at different times during the one-cell stage and, moreover, synergistically work for the development of SCNT embryos. Interestingly, the effect of TSA and VC is best exerted in our embryo culture condition containing deionized bovine serum albumin (dBSA) (Isaji et al., 2015), resulting in 15% of cloning efficiency. Mechanistically, expression of transcripts that are normally downregulated in cloned embryos is rescued by the sequential treatment of TSA and VC with dBSA. Our improved culture condition allows stable production of cloned mice, thus enabling the SCNT technology to be used for a variety of purposes.

## RESULTS

### The sequential treatment of trichostatin A and vitamin C boosts cloning efficiency in mice

TSA has been shown to enhance the development of SCNT embryos when it is added to the medium for 10 h or less after egg activation, whereas longer exposure to TSA diminished enhanced embryonic development (Kishigami et al., 2006). We therefore hypothesized that treatment with VC also has a time window when its positive effects are maximized. As a first step, we tested the effect of different concentrations of VC on preimplantation development of mouse SCNT embryos using cumulus cells as donors. VC was supplemented in the embryo culture medium for 24 h after egg activation. Development to the blastocyst stage was significantly improved when 10 μg/ml or more of VC was supplemented (Fig. 1A). We then examined the number of cells at the blastocyst stage. Among the three different concentrations that enhanced development (10, 25 and 50 μg/ml; Fig. 1A), blastocysts treated with 10 μg/ml of VC exhibited a significantly higher number of inner cell mass and trophectoderm cells than control blastocysts (Fig. 1B; *P*<0.05). These results indicate that 10 μg/ml of VC enhances preimplantation development of mouse SCNT embryos. We next examined an appropriate timing of VC treatment for SCNT embryos. It has been reported that 15 h incubation with VC is enough to enhance the development of cloned embryos in pigs (Huang et al., 2011). We further split 15 h of treatment to 8 and 7 h [VC(0-8 h) and VC(8-15 h), respectively]. Interestingly, VC(0-8 h) did not enhance development to the blastocyst stage significantly, while the preimplantation development was improved by VC(8-15 h) (Fig. 1C). As previously reported, significant improvement of embryonic development by TSA was observed when it was added 0-8 h after premature chromosome condensation (Fig. 1C). Together, VC enhances preimplantation development of mouse SCNT embryos and its positive effect is observed when VC is added 8-15 h after egg activation, which represents a different timing from that of TSA treatment.

**Fig. 1.**
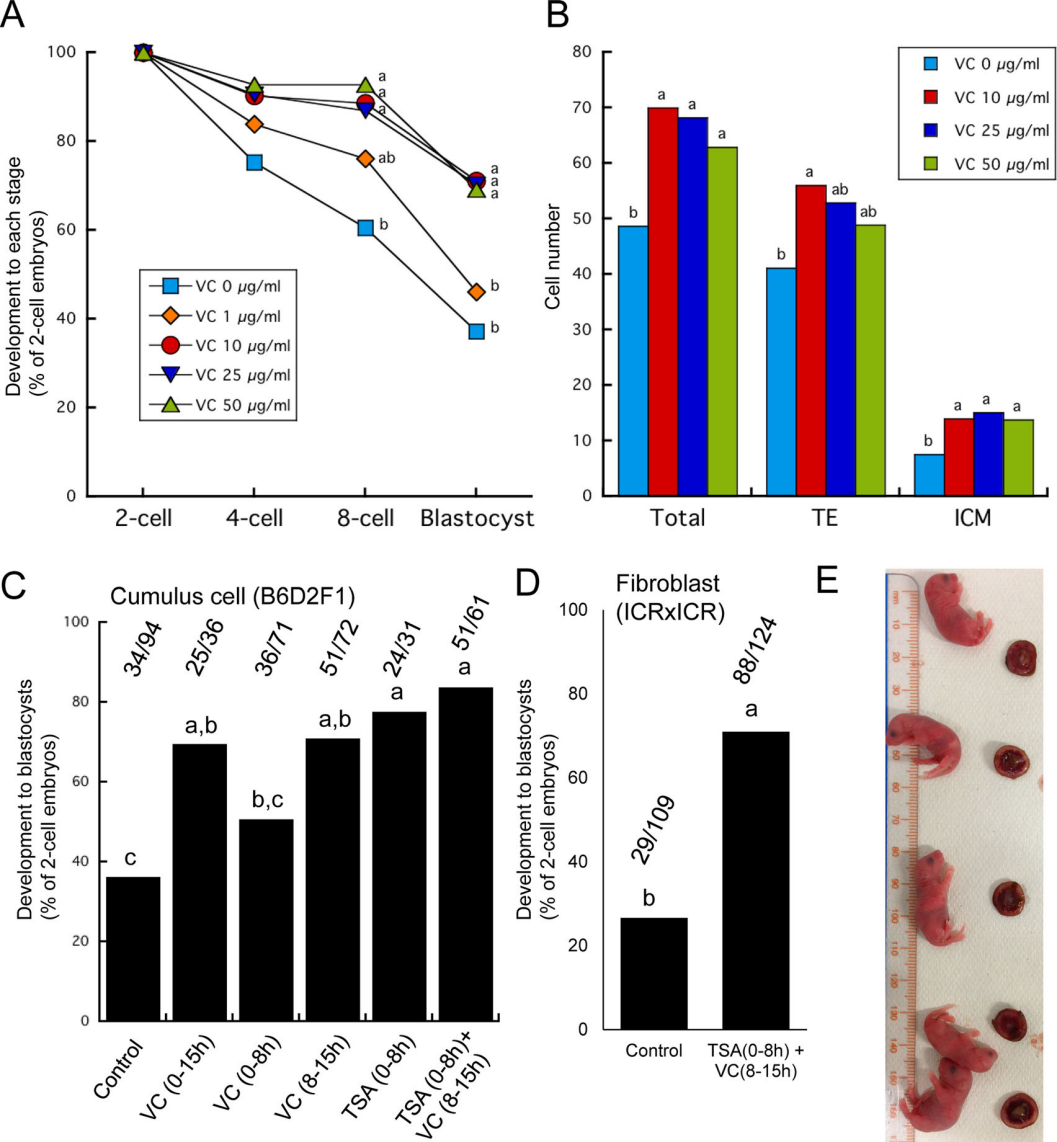
**The effect of epigenetic modifiers, trichostatin A (TSA) and vitamin C (VC), on the development of mouse SCNT embryos.** (A) The effect of different concentrations of VC on preimplantation development of the cloned embryos. VC at concentrations of 10 µg/ml and more enhanced development to the blastocyst stage. Different letters within the same stage indicate statistical significance (*P*<0.05, one-way ANOVA with subsequent Tukey's multiple comparison tests). Between 31 and 139 two-cell embryos were used in each treatment (each treatment: *n*=3-5, control VC 0 μg/ml: *n*=15). (B) Cell numbers of cloned blastocysts after the treatment with VC at concentrations of 10 µg/ml and more. Different letters within the same part indicate statistical significance (*P*<0.05). Between 12 and 31 blastocysts were examined (*n*=3-7). (C) Comparison of development to the blastocyst stage of the cloned embryos among VC treatment of different durations, TSA treatment and serial treatment with TSA and VC. Cumulus cells derived from B6D2F1 mouse were used as donor cells. Actual numbers of embryos developed to blastocysts per two-cell embryos are indicated above the corresponding graphs. Different letters indicate statistical significance (*P*<0.05; each treatment: *n*=3-6, control: *n*=12). (D) Comparison of development to the blastocyst stage of the cloned embryos using embryonic fibroblasts derived from ICR×ICR mice as donor cells between control non-treated embryos and serially treated embryos with TSA and VC. Actual numbers of embryos developed to blastocysts per two-cell embryos are indicated above the corresponding graphs. Different letters indicate statistical significance (*P*<0.05; *n*=4,6). (E) Five cloned fetuses and placentae in one foster mother, which were produced by the serial treatment of TSA and VC.

The optimization experiments of VC treatment for the development of SCNT embryos show that VC works at a different timing to TSA. We therefore hypothesized that the combinational treatment with TSA and VC might further enhance development of SCNT embryos. The sequential treatment with TSA and VC supported highly efficient *in vitro* development to the blastocyst stage [TSA(0-8 h)+VC(8-15 h); Fig. 1C]. Enhanced development was also observed using embryonic fibroblast cells derived from ICR×ICR mice (27% versus 71%; Fig. 1D), demonstrating that the positive effect of TSA and VC is neither limited by mouse strains nor by cell types. We then evaluated *in vivo* development of SCNT embryos with various controls using cumulus cells as donors (Table 1). VC treatment itself improved the implantation rate when SCNT embryos at the two-cell stage were transferred to surrogates (Table 1). An even higher implantation rate was obtained when TSA was supplemented before VC treatment [TSA(0-8 h)+VC(8-15 h); Table 1]. Importantly, birth rates were dramatically improved by TSA(0-8 h)+VC(8-15 h) treatment compared to all other treatments, including only TSA or VC treatment, and 15% of the transferred cloned embryos developed to live pups (Fig. 1E and Table 1). High birth rates of cloned pups were reproduced by three different operators in two different institutes (Fig. S1A,B). Cloned fetuses obtained by TSA(0-8 h)+VC(8-15 h) treatment showed similar body and placental weight to other treatments (Table 1). These results indicate that TSA and VC synergistically work to markedly improve the cloning efficiency in mice.

**Table 1.**
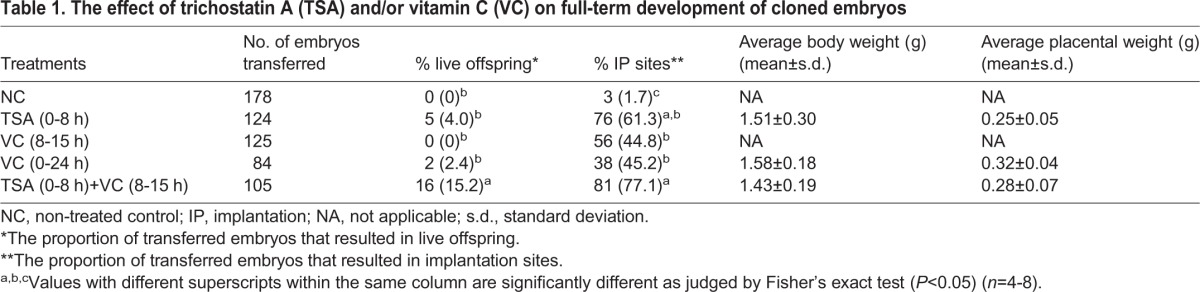
**The effect of trichostatin A (TSA) and/or vitamin C (VC) on full-term development of cloned embryos**

### The effects of antioxidants and deionized BSA on development of SCNT embryos

VC is known as an effective antioxidation reagent. We therefore asked if other antioxidants similarly enhance the development of mouse SCNT embryos. N-acetyl-L-cysteine (NAC) (Esteban et al., 2010) or vitamin E (Esteban et al., 2010) was added to the culture medium 8-15 h after the commencement of activation, which is the same timing as when VC's positive effect is observed. Although the VC treatment enhanced the development of SCNT embryos, neither NAC nor vitamin E improved the preimplantation development of mouse SCNT embryos (Fig. S2A). These results suggest that VC is not simply replaced by other antioxidants to enhance cloning efficiency. The improved development by VC treatment might not be through its antioxidant effects, although we cannot exclude some contribution of antioxidation to development.

Our culture medium contains deionized bovine serum albumin (dBSA), since commercially available BSA often involves trace amounts of transition metal ions, such as Zn^2+^ and Cu^2+^, harmful for preimplantation development (Vidal and Hidalgo, 1993). It is also known that VC is reactive to metal ions (Carr and Frei, 1999). We therefore tested if dBSA is crucial for the high developmental potential of TSA- and VC-treated embryos. Development to the blastocyst stage was impaired when BSA was supplemented in the medium and donor cell suspension instead of dBSA (Fig. S2B,C), suggesting that dBSA is also a critical factor for the improved cloning efficiency.

### Rescued gene expression in TSA- and VC-treated cloned embryos at the two-cell stage

In order to understand the molecular basis of improved development of TSA- and VC-treated cloned embryos, we performed RNA-seq analyses. SCNT embryos at the two-cell stage (28 h after egg activation), which is right after zygotic genome activation, were used so that an immediate response of TSA(0-8 h)+VC(8-15 h) treatment to gene activation can be judged, and because a previous study identified abnormally expressed genes in SCNT embryos at the same stage (Matoba et al., 2014). 

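RNA of single two-cell SCNT embryos was sequenced with 1 library per embryo, as single-end reads on the Illumina HiSeq2000. The 14 embryos were 3 control SCNT embryos, 1 embryo treated with VC(0-8 h), 2 with VC(8-15 h), 3 with TSA(0-8 h), 2 with TSA(0-8 h)+VC(0-8 h) and 3 with TSA(0-8 h)+VC(8-15 h). TSA, a histone deacetylase inhibitor, was used at 50 nM, and VC at 10 µg/ml. The paper gives the time of collection as 28 h after egg activation, while the sample labels give 28 h after nuclear transfer. The labels number the control, TSA(0-8 h) and TSA(0-8 h)+VC(8-15 h) embryos as replicates 1 to 3, and among these 9 embryos those with the same number were sequenced in the same pool of libraries. Pool 1 held 5 of the 14 embryos, pool 2 held 6 and pool 3 held 3.

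The authors trimmed and filtered the reads, mapped them to the mouse genome (mm9) with TopHat, counted the reads on the exons of each transcript and deposited RPKM values, that is reads per kilobase of transcript scaled to the total reads counted. Each embryo has 1 entry per RefSeq transcript and locus, and 25250 of the entries have a gene symbol. RPKM values move in steps of 1 read, so the number of reads counted could be recovered from the values, and 14515 of the 14532 entries with reads in at least 2 embryos (99.9%) gave whole reads at a whole transcript length. Between 3021540 and 13589389 reads per embryo were counted, with a median of 6864593 in control embryos, 7813871 in TSA(0-8 h) embryos and 7772139 in TSA(0-8 h)+VC(8-15 h) embryos. On a transcript of 1 kb, 3 reads were worth 0.221 RPKM in the most deeply sequenced embryo and 0.993 RPKM in the least. These floors cover counting error only, since amplified reads from single embryos are not independent molecules.

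For each comparison, transcripts with at least 1 RPKM in all 3 embryos of either group were kept, and log2(RPKM+1) values of the 6 embryos were compared with limma's moderated test, with a mean-variance trend and Benjamini-Hochberg adjustment. The threshold was an adjusted p-value under 0.05. The standard deviation of a transcript within the groups had a median of 1.75 on the log2 scale. In data simulated with this spread, the test called 6% of transcripts changed by 2 on the log2 scale, 20% of those changed by 4 and 74.7% of those changed by 8. With a spread of 0.5, it called 98% of those changed by 2.

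The number of transcripts at 1 RPKM or more was 4818 ± 874 (SD, n = 3) in control embryos, 4001 ± 386 (SD, n = 3) in TSA(0-8 h) embryos and 5583 ± 122 (SD, n = 3) in TSA(0-8 h)+VC(8-15 h) embryos. It was 6244 in the VC(0-8 h) embryo, 6342 and 3322 in VC(8-15 h) replicates 1 and 2, and 4864 and 6728 in TSA(0-8 h)+VC(0-8 h) replicates 1 and 2. A high number was therefore not particular to TSA(0-8 h)+VC(8-15 h).

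**Figure D1:**
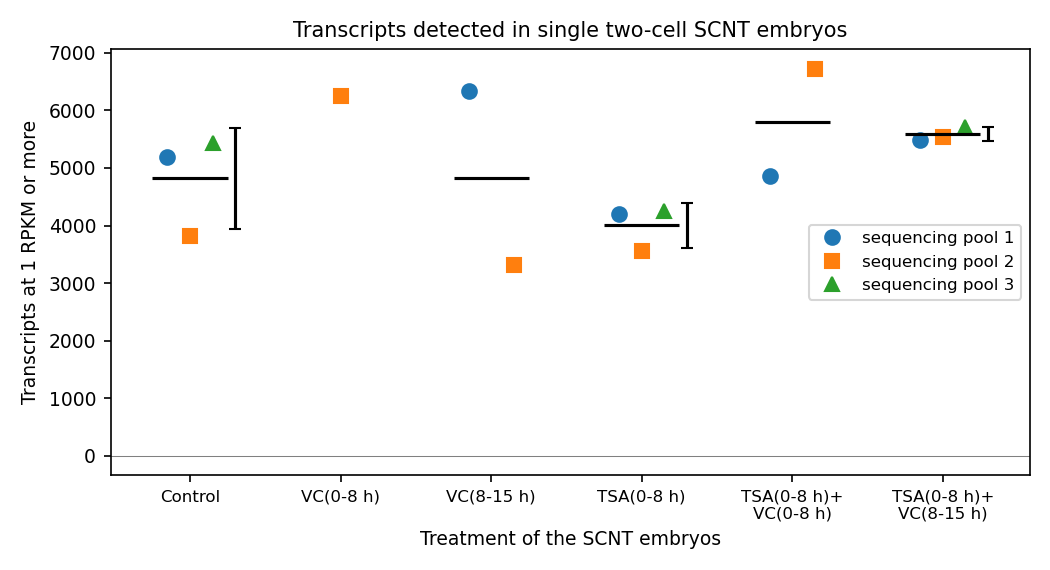
Number of transcripts at 1 RPKM or more (y axis) in each of the 14 embryos by treatment (x axis), with the sequencing pool as color and shape, the mean of each group of at least 2 embryos as a line and its SD as a bar where there were 3. The 3 TSA(0-8 h)+VC(8-15 h) embryos lie between 5489 and 5720, the control embryos between 3819 and 5439 and the TSA(0-8 h) embryos between 3556 and 4249. Embryos of the remaining treatments lie between 3322 and 6728.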

Single SCNT embryos incubated in various conditions were subjected to RNA-seq (Fig. 2A). 

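Euclidean distances between embryos were computed from the RPKM values of all entries and clustered with Ward agglomeration, as the methods state. The mean distance among the 3 TSA(0-8 h)+VC(8-15 h) embryos was 12290.0 RPKM, against a median of 16254 RPKM over all triples of the 14 embryos. A mean distance as small was found in 20 of the triples, these 3 embryos included (one-sided exact permutation test, p = 0.0549). The smallest branch that held the 3 embryos held 5, the other two being TSA(0-8 h)+VC(0-8 h) replicate 2 and VC(8-15 h) replicate 1. Of the alternatives set before the data were examined, rank distances (1 minus Spearman correlation) moved this result most, to p = 0.516 in the same exact test and a branch of all 14 embryos. Triples from the same pool count against it there, since rank distances were smaller within pools. Among the 90 triples of embryos from 3 different pools, an alternative chosen after seeing the data, the one-sided exact permutation test gave p = 0.0778 with rank distances and p = 0.0667 with Euclidean distances.

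The Spearman correlation of the RPKM values was 0.719 on average over the 28 pairs of embryos from the same pool (range 0.661 to 0.754) and 0.630 over the 63 pairs from different pools (range 0.593 to 0.683). The 3 TSA(0-8 h)+VC(8-15 h) embryos came from different pools and had a mean correlation of 0.654 (range 0.648 to 0.662). It was 0.610 among the 3 control embryos and 0.607 among the 3 TSA(0-8 h) embryos. Euclidean distances of RPKM values were not smaller within pools: their mean was 103% of that between pools.

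**Figure D2:**
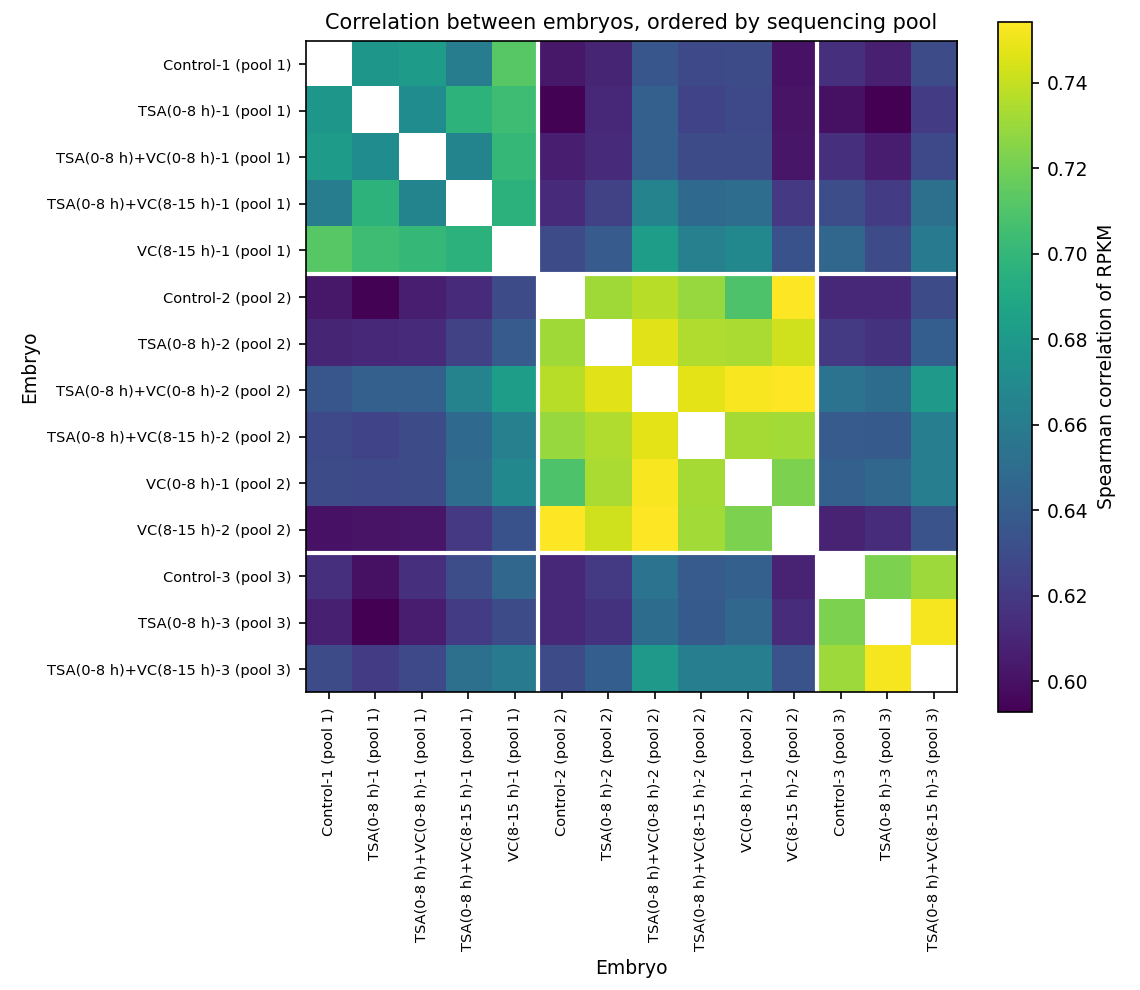
Spearman correlation of RPKM values (color scale) between each pair of the 14 embryos, ordered on both axes by sequencing pool and then by treatment, with white lines between pools. Pairs of the same pool average 0.719 and pairs of different pools 0.630.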

Hierarchical clustering indicated that the transcriptomes of SCNT embryos with TSA(0-8 h)+VC(8-15 h) treatment resembled each other even though nuclear transfer was performed in three independent experiments (Fig. 2B). Interestingly, the treatment with TSA(0-8 h) also resulted in a reproducible transcriptome, but it represented a significantly different pattern from TSA(0-8 h)+VC(8-15 h) (blue box versus red box; Fig. 2B). 

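The mean Euclidean distance among the 3 TSA(0-8 h) embryos was 17913 RPKM, above the median of 16254 RPKM over all triples, and 267 of the triples had a mean distance as small (one-sided exact permutation test, p = 0.734). The smallest branch that held the 3 embryos held 13 of the 14. On log2(RPKM+1) values their mean distance fell below the median of all triples (p = 0.387 in the same exact test), and with ward.D in place of ward.D2 agglomeration the smallest branch held the 3 TSA(0-8 h) and the 3 control embryos. Embryos of the TSA(0-8 h) and TSA(0-8 h)+VC(8-15 h) groups were farther from each other than from embryos of their own group by 1828 RPKM on average, or 11.3% of the mean distance. None of the other splits of the 6 embryos gave as large a difference, and p was 0.1 in the exact permutation test, the smallest that 10 splits allow. With 1 minus Spearman correlation, the direction changed, to -8.95% of the mean distance (p = 0.7 in the exact test). Rank distances were smaller within pools, and only pairs between the groups share a pool. With pairs from different pools alone, chosen after seeing the data, the difference was 0.497% of the mean distance.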

Heat map analysis showed reproducibly upregulated gene expression in SCNT embryos with TSA(0-8 h)+VC(8-15 h) (red box; Fig. S3A), compared to other treatments. Indeed, TSA(0-8 h)+VC(8-15 h)-treated SCNT embryos showed approximately two times more upregulated transcripts than downregulated transcripts when compared to control SCNT embryos (141 upregulated versus 63 downregulated transcripts, FDR<0.05; Fig. S3B and Table S1). 

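The 217 transcripts that were higher in TSA(0-8 h)+VC(8-15 h) embryos than in control embryos at an unadjusted p-value under 0.01 were followed in all 14 embryos, with log2(RPKM+1) converted to z scores across the embryos. These transcripts were chosen for that difference, which fixes the order of the 6 embryos compared, and the other 8 embryos took no part in the choice. Choosing low values in control embryos and high values in TSA(0-8 h)+VC(8-15 h) embryos still tends to place any other embryo between them. That the other 8 embryos lie above control is therefore no test of their treatments. The mean z score was 0.949, 0.822 and 0.891 in TSA(0-8 h)+VC(8-15 h) replicates 1, 2 and 3. In control embryos it was -0.905, -0.942 and -0.879. The 3 TSA(0-8 h) embryos had mean z scores of -0.199, -0.285 and -0.264, and between 45.6% and 49.3% of the transcripts reached 1 RPKM in them, against 21.2% to 24.0% in control embryos. Among the other 8 embryos, the highest mean z score was 0.557, in TSA(0-8 h)+VC(0-8 h) replicate 2, where 86.2% of the transcripts reached 1 RPKM. The pair of VC(8-15 h) embryos differed, at 0.215 and -0.327.

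**Figure D3:**
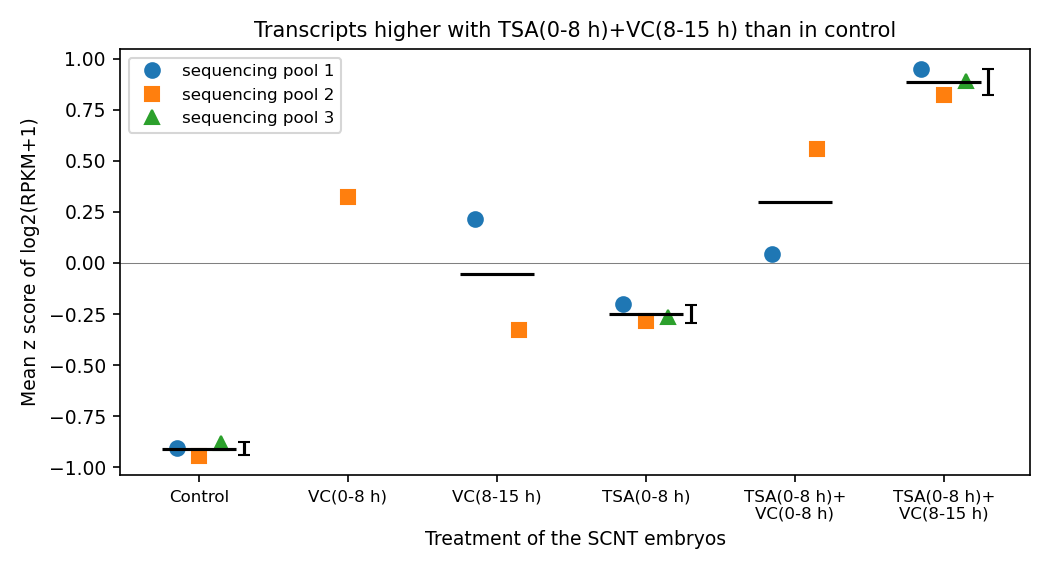
Mean z score of log2(RPKM+1) over the 217 transcripts (y axis) in each of the 14 embryos by treatment (x axis), with the sequencing pool as color and shape, the mean of each group of at least 2 embryos as a line and its SD as a bar where there were 3. The TSA(0-8 h)+VC(8-15 h) embryos lie between 0.822 and 0.949 and the embryos of other treatments between -0.942 and 0.557.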

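Of the 3416 transcripts tested between TSA(0-8 h)+VC(8-15 h) and control embryos, 1 was upregulated and 0 were downregulated at an adjusted p-value under 0.05 with limma and Benjamini-Hochberg adjustment. At an unadjusted p-value under 0.05, 501 were higher and 127 were lower in TSA(0-8 h)+VC(8-15 h) embryos, and under 0.01, 217 were higher and 47 lower. A filter blind to the groups, at least 1 RPKM in any 3 of the 6 embryos, was chosen after seeing the data. With it, 74 were higher and 20 lower at 0.01. The balance at 0.01 reversed without control replicate 2 (84 higher and 226 lower) and without control replicate 3 (90 and 119). Without any 1 of the other embryos, more were higher. Each such fit applied the filter to the embryos left in the smaller group, which loosened the filter for that group. The number tested rose to 4213 without control replicate 2 and to 3733 without control replicate 3. The reversals therefore cannot be told apart from an effect of the filter. With the replicate number from the labels as a replicate block, 14 were upregulated and 6 downregulated at an adjusted p-value under 0.05. After the group means were removed, embryos with the same number had a mean correlation of -0.0183 and embryos with different numbers 0.0091. In this pairing check, here and in the other comparisons, removing the group means ties the second value to the first. The contrast between them therefore adds nothing to the first value. Among the alternatives at this threshold that were set before the data were examined, the upregulated count moved most with a minimum of 5 RPKM in place of 1, to 171 upregulated and 40 downregulated of 2482 transcripts, and the downregulated count without control replicate 2, to 85, with 15 upregulated. With limma-voom on the recovered reads, chosen after seeing the data, 249 were upregulated and 79 downregulated of 4098 transcripts.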

GO analysis indicated that different categories of genes were found between up- and down-regulated transcripts (Fig. S3C). Upregulated transcripts included genes involved in transcriptional regulation and RNA processing (Fig. S3C), representing a similar category to transcripts previously identified as abnormally downregulated in cloned two-cell embryos (Matoba et al., 2014). 

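The transcript past the threshold was of Arhgap1 (NM_001145902), a gene on chromosome 2 of mm9 from 91490017 to 91512483. It was at 722 ± 154 RPKM (SD, n = 3) in TSA(0-8 h)+VC(8-15 h) embryos and 0.182 ± 0.315 RPKM (SD, n = 3) in control embryos, a log2 fold change of 9.27 (standard error 1.36, adjusted p = 0.00967 from limma with Benjamini-Hochberg adjustment). Summed over the 2 entries of the gene, the values were 598 to 891 RPKM and 0.614 to 44.95 RPKM, a log2 difference of 5.91. With no filter on low values its adjusted p-value was 0.102 from limma, and without any 1 of the TSA(0-8 h)+VC(8-15 h) embryos it was between 0.0516 and 0.0615. Other transcripts with small p-values in which every embryo of one group was above every embryo of the other were not past the threshold. Among those higher with TSA(0-8 h)+VC(8-15 h), Pcgf5 (NM_029508), which encodes a Polycomb group RING finger protein, had a log2 fold change of 7.10 (standard error 1.39, adjusted p = 0.110 from the same limma test), and Cnbp (NM_001109745) one of 7.05 (standard error 1.45, adjusted p = 0.110). Among those lower, Fbxl5 (NM_178729) had a log2 fold change of -6.83 (standard error 1.53) and Eif4e1b (NM_001039683) one of -1.75 (standard error 0.42), each with an adjusted p-value of 0.110 from limma. These 4 transcripts were past the threshold with the replicate block (adjusted p = 0.00860 for Pcgf5, 0.00985 for Cnbp, 0.0310 for Fbxl5 and 0.0302 for Eif4e1b, all from limma), a pseudocount of 0.1 (0.0203 to 0.0376) and a minimum of 5 RPKM (0.00768 to 0.024), and were not with no filter on low values (0.525 to 0.716), quantile normalization (0.0688 to 0.0842) or median-ratio scaling (0.0731 to 0.117). With the entries of each gene summed, the log2 difference was 3.42 for Cnbp, -4.35 for Fbxl5 and -1.80 for Eif4e1b.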

We then asked if the transcripts upregulated in TSA(0-8 h)+VC(8-15 h) treatment contained the abnormally repressed genes in SCNT embryos (Matoba et al., 2014). Hypergeometric tests indicated that the abnormally downregulated genes were significantly enriched in our upregulated gene list by TSA(0-8 h)+VC(8-15 h) (top venn diagram, *P*=9.3×10^−13^; Fig. 2C), indicating that TSA+VC treatment at least partially rescues abnormal gene expression in SCNT embryos. Hypergeometric tests were also carried out against histone H3 lysine 9 trimethylation (H3K9me3)-enriched reprogramming-resistant genes identified in the mouse SCNT experiment (Matoba et al., 2014) and human iPS cells (Soufi et al., 2012). 

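The chance of the overlap the paper reports was recomputed from its numbers, since the published gene lists were not analysed here. With all entries of the files as the background, 9.71 shared genes were expected by chance among the paper's 141 upregulated and 1767 reprogramming-resistant genes, and an overlap of 26 or more had p = 3.63e-06 in a one-sided exact hypergeometric test. Backgrounds chosen after seeing the data gave larger values. With the 20242 distinct gene symbols of the files, 12.3 were expected and p was 0.000202, and with the 17538 entries above 0 in at least 1 embryo, 14.2 were expected and p was 0.00172. Without the published list, the 1767 genes could not be limited to these backgrounds, which can only raise the expected number and the p-value. The paper counts the 141 as transcripts and the 1767 as genes.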

Reprogramming-resistant regions found in Matoba et al. (2014) contained 1767 genes, and 26 genes overlapped between those H3K9me3-enriched genes in SCNT embryos and the genes upregulated by TSA+VC (*P*=1.1×10^−6^; Fig. 2C; Table S2). In contrast, H3K9me3-enriched reprogramming-resistant genes identified in the iPS experiment did not show significant overlap with our gene list (*P*=0.44; Fig. 2C). In conclusion, abnormal gene expression of protein-coding genes, which is often observed in SCNT embryos, is alleviated by serial treatment with TSA and VC after nuclear transfer.

**Fig. 2.**
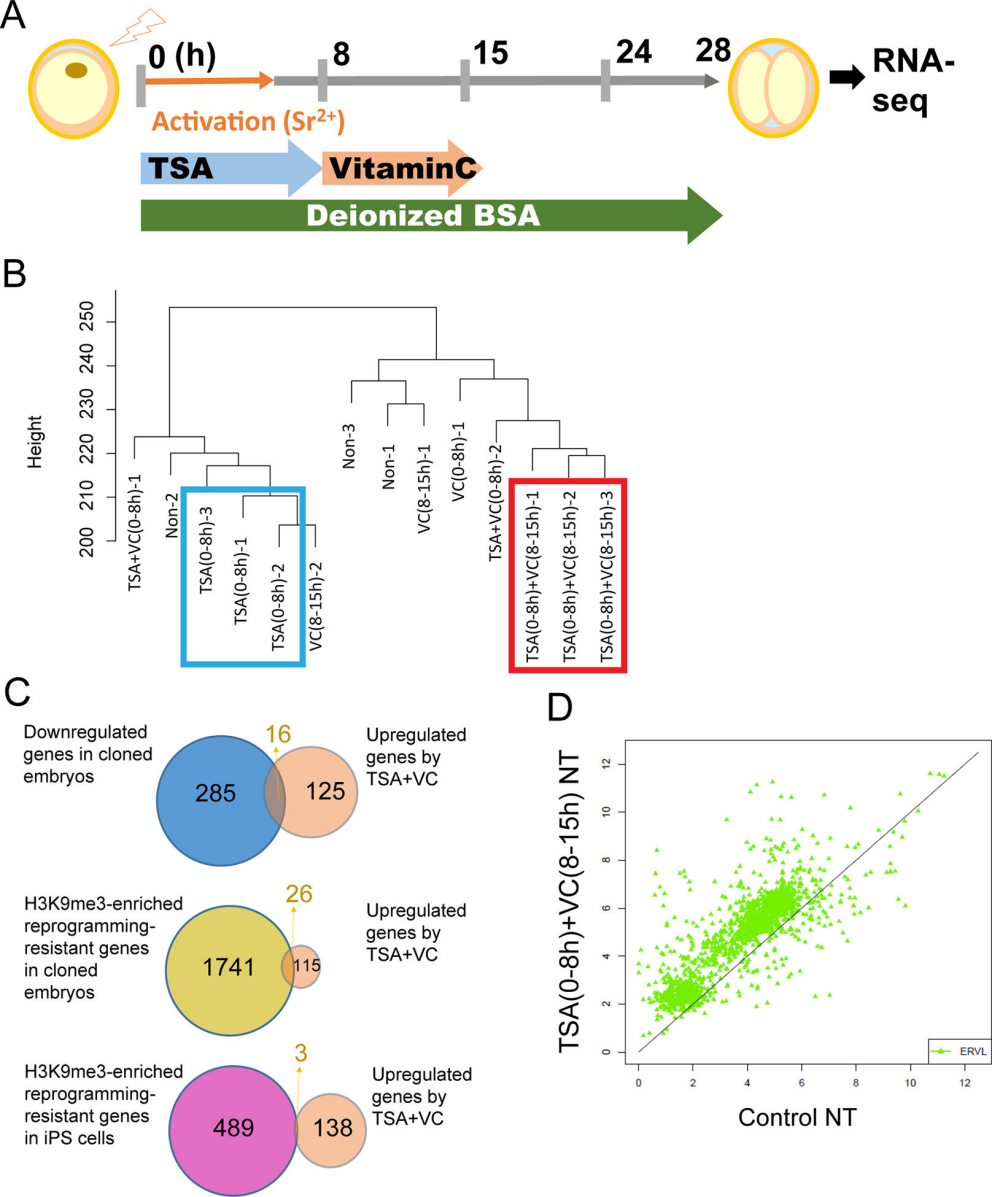
**RNA-seq analyses identify the reproducibly upregulated transcripts and retroelement in SCNT embryos incubated with TSA and VC in the medium containing deionized BSA.** (A) An experimental scheme for nuclear transfer with TSA and VC treatment, and subsequent RNA-seq analysis. (B) Hierarchical clustering analysis of the global gene expression profile after SCNT with various different treatments with TSA and/or VC. SCNT embryos incubated with TSA(0-8 h)+VC(8-15 h) are marked by the red square while those with TSA (0-8 h) are with the blue square. (C) Hypergeometric tests were performed among the lists of genes that were upregulated by TSA+VC, downregulated in cloned embryos (Matoba et al., 2014) and identified as reprogramming resistance in cloned embryos (Matoba et al., 2014) and in iPS cells (Soufi et al., 2012). (D) ERVL retroelement was upregulated by the treatment with TSA(0-8 h)+VC(8-15 h) when compared to the control non-treated SCNT embryos.

### TSA and VC differentially, but cooperatively, contribute to transcriptional activation in SCNT embryos at the two-cell stage

In order to gain insight into the synergistic effects of TSA(0-8 h)+VC(8-15 h), we sought to identify specific effects of TSA(0-8 h)+VC(8-15 h) on gene expression in SCNT embryos at the two-cell stage by comparing to other treatments such as TSA(0-8 h). In contrast to TSA(0-8 h)+VC(8-15 h)-treated SCNT embryos as described above (Table S1), TSA(0-8 h)-treated embryos showed approximately two times more downregulated transcripts than upregulated transcripts when compared to control SCNT embryos (43 upregulated versus 97 downregulated transcripts, FDR<0.05; Table S3); the detection of more downregulated transcripts is in good agreement with the previous study that also identified approximately two times more downregulated transcripts after the TSA treatment (Inoue et al., 2015). Nevertheless, among 43 upregulated transcripts, 13 transcripts were also found in the upregulated gene list in TSA(0-8 h)+VC(8-15 h)-treated embryos (Table S1), suggesting that at least some, but not all, transcripts upregulated by TSA(0-8 h)+VC(8-15 h) are due to the TSA treatment. 

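Of the 2529 transcripts tested between TSA(0-8 h) and control embryos, 2 were upregulated and 1 was downregulated at an adjusted p-value under 0.05 with limma and Benjamini-Hochberg adjustment. At an unadjusted p-value under 0.01, 54 were higher and 108 lower in TSA(0-8 h) embryos, and under 0.05, 138 were higher and 246 lower. The balance at 0.01 depended on the filter. With no filter on low values it was 27 higher and 29 lower, and with a minimum of 5 RPKM 61 and 109. With at least 1 RPKM in any 3 of the 6 embryos, chosen after seeing the data, it was 34 and 28. The balance at 0.01 reversed without any 1 of the TSA(0-8 h) embryos. It was 85 higher and 27 lower without replicate 1, 129 and 18 without replicate 2, and 91 and 32 without replicate 3. Without any 1 of the control embryos, more were lower. The filter was again applied to the embryos left, which loosened it for the smaller group. Without TSA(0-8 h) replicates 1, 2 and 3, the number tested rose to 2880, 3076 and 2910. These reversals cannot be told apart from an effect of the filter either. With the replicate number as a replicate block, 2 were upregulated and 2 downregulated, and the pairing check gave a mean correlation of -0.0026 for embryos with the same number and 0.0013 for embryos with different numbers. Without control replicate 2, 9 were upregulated and 307 downregulated.

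The 2 upregulated transcripts were of Ptma (NM_008972) and Omt2a (NM_001164523). Ptma, on chromosome 1 of mm9 from 88423311 to 88427273, was at 1386 ± 404 RPKM (SD, n = 3) in TSA(0-8 h) embryos and 96.7 ± 68.3 RPKM (SD, n = 3) in control embryos, a log2 fold change of 4.03 (standard error 0.75, adjusted p = 0.0121 from limma with Benjamini-Hochberg adjustment). Omt2a, on chromosome 9 from 78159779 to 78162604, was at 4530.5 ± 1895.8 RPKM (SD, n = 3) and 1047 ± 780.2 RPKM (SD, n = 3), a log2 fold change of 2.34 (standard error 0.45, adjusted p = 0.0121 from the same limma test). The downregulated transcript was of the histone gene H2bc12 (NM_175665), at 6.42 ± 5.92 RPKM (SD, n = 3) in TSA(0-8 h) embryos and 789 ± 119.6 RPKM (SD, n = 3) in control embryos, a log2 fold change of -7.17 (standard error 1.37, adjusted p = 0.0121 from limma). These 3 transcripts were not past the threshold with no filter on low values (adjusted p = 0.761 each from limma), with eBayes without a trend (0.204 for Ptma, 0.474 for Omt2a and 0.129 for H2bc12) or without any 1 of the TSA(0-8 h) embryos (0.0755 to 0.194). They stayed past it with the replicate block (adjusted p from limma 0.000305 for Ptma, 7.01e-09 for Omt2a and 0.00161 for H2bc12), quantile normalization (0.000153 to 0.00780), a pseudocount of 0.1 (0.00151 to 0.00279) and a minimum of 5 RPKM (0.00153 to 0.00620). With limma-voom, chosen after seeing the data, the adjusted p-value was 0.214 for Ptma, 0.229 for Omt2a and 0.00073 for H2bc12. Next by p-value and not past the threshold were Fbxo15, at a log2 fold change of 5.13, Tcf25, at -7.64, and Fbxl5, at -7.15, each with an adjusted p-value of 0.133 from limma. They were past it with a pseudocount of 0.1 and a minimum of 5 RPKM, and were not with the replicate block (0.0771 to 0.114 from limma). With its 3 entries summed, Tcf25 no longer parted the groups, at 1.89 to 156 RPKM in TSA(0-8 h) embryos and 149 to 2139 RPKM in control embryos.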

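At an adjusted p-value under 0.05, 0 transcripts were upregulated both by TSA(0-8 h) and by TSA(0-8 h)+VC(8-15 h), of 2 and 1 upregulated in each comparison with control embryos. At an unadjusted p-value under 0.01, 14 transcripts were higher in both comparisons. Of the 2329 transcripts tested in both, 32 and 54 were higher, so 0.742 shared were expected by chance. Both comparisons use the same 3 control embryos, so chance alone gives more than that number. When the treatments of the 9 embryos were exchanged among embryos with the same replicate number, 12 of the 100 relabelings gave an overlap as large, the treatment labels included.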

We then examined the effect of the VC treatment by comparing TSA(0-8 h)-treated embryos to TSA(0-8 h)+VC(8-15 h)-treated ones. TSA(0-8 h)+VC(8-15 h)-treated embryos showed 3.7 times more upregulated transcripts than downregulated transcripts when compared to TSA(0-8 h)-treated embryos (153 upregulated versus 41 downregulated transcripts, FDR<0.05; Table S4). 

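Of the 3243 transcripts tested between TSA(0-8 h)+VC(8-15 h) and TSA(0-8 h) embryos, 0 were upregulated and 0 downregulated at an adjusted p-value under 0.05 with limma and Benjamini-Hochberg adjustment, while 532 were higher and 72 lower at an unadjusted p-value under 0.05. Under an unadjusted p-value of 0.01, 262 were higher and 31 lower in TSA(0-8 h)+VC(8-15 h) embryos. With at least 1 RPKM in any 3 of the 6 embryos, chosen after seeing the data, 41 were higher and 18 lower. Without TSA(0-8 h) replicate 2, 78 were higher and 87 lower at 0.01, and without any 1 of the other embryos more were higher. Leaving out TSA(0-8 h) replicate 2 also loosened the filter for its group and raised the number tested to 3631. That change of direction therefore cannot be told apart from an effect of the filter. With the replicate number as a replicate block, 171 were upregulated and 25 downregulated at an adjusted p-value under 0.05. The pairing check gave a mean correlation of -0.0049 for embryos with the same number and 0.0024 for embryos with different numbers. The other splits of the 6 embryos that part every same-numbered pair gave at most 4 with the block. At an adjusted p-value under 0.1 without the block, 240 were upregulated and 30 downregulated, and with a pseudocount of 0.1, 174 were upregulated and 21 downregulated at the threshold of 0.05.

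The smallest p-values among transcripts that parted the groups were those of Arhgap1 and Sp110 and Dbf4, higher with TSA(0-8 h)+VC(8-15 h), and of Ccdc82, Omt2a and Hpf1, lower. Arhgap1 (NM_001145902) had a log2 fold change of 8.45 (standard error 1.38, adjusted p = 0.0564 from limma). Dbf4 (NM_013726), which encodes a regulator of DNA replication, had one of 6.87 (standard error 1.38, adjusted p = 0.0638 from limma). With the 2 entries of each gene summed, the log2 difference was 5.84 for Arhgap1 and 2.66 for Dbf4. Summed, Dbf4 was at 213.5 to 476.4 RPKM in TSA(0-8 h) embryos and 1127 to 3170 RPKM in TSA(0-8 h)+VC(8-15 h) embryos. Sp110 (NM_175397) had a log2 fold change of 7.22 (standard error 1.41, adjusted p = 0.0638 from limma), but with its 2 entries summed the difference was 1.58 and the groups overlapped. Omt2a (NM_001164523) had a log2 fold change of -2.14 (standard error 0.39, adjusted p = 0.0573), Hpf1 (NM_028299) one of -3.43 (standard error 0.67, adjusted p = 0.0638) and Ccdc82 (NM_025534) one of -0.61 (standard error 0.11, adjusted p = 0.0573), each from limma. Ccdc82 was at 9915 ± 1638 RPKM (SD, n = 3) and 15034 ± 629 RPKM (SD, n = 3), and after quantile normalization between embryos its log2 fold change was 0.0. These 6 transcripts were past the threshold with the replicate block (adjusted p at most 0.00867 from limma), a pseudocount of 0.1 (at most 0.0150) and a minimum of 5 RPKM (at most 0.0312), and were not with no filter on low values (0.374 to 0.720).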

GO analysis showed that genes related to apoptosis were downregulated in TSA(0-8 h)+VC(8-15 h)-treated embryos. Genes related to apoptosis are known to be upregulated in SCNT embryos compared to fertilized embryos (Matoba et al., 2014), and the TSA(0-8 h)+VC(8-15 h) treatment, but not the TSA(0-8 h) treatment, downregulates such detrimental genes for embryonic development in SCNT embryos. In addition, 35 transcripts out of 153 upregulated transcripts (red highlighted in Table S4) are included in the 141 upregulated transcripts (Table S1), which were identified as differentially expressed genes between TSA(0-8 h)+VC(8-15 h) and control SCNT embryos. Furthermore, 13% of downregulated genes by the TSA(0-8 h) treatment (blue highlighted in Table S3; 13 out of 97 downregulated genes) were upregulated by the TSA(0-8 h)+VC(8-15 h). 

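A list of 64 genes related to apoptosis, written before the data were examined, was followed in the comparisons. Of these genes, 12 were tested between TSA(0-8 h)+VC(8-15 h) and TSA(0-8 h) embryos, and their median log2 fold change was 2.65, with 8 of the 12 higher in TSA(0-8 h)+VC(8-15 h) embryos. This median was at percentile 94.7 of 10000 random lists matched on mean expression, whose own median was 1.56. With each embryo left out in turn, the median ran from 1.32 to 3.12 and its percentile from 19.1 to 98.8.

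The comparisons with control embryos were added after seeing the data. Between TSA(0-8 h)+VC(8-15 h) and control embryos, 13 genes of the list were tested, with a median log2 fold change of -0.81 at percentile 1.02 of the random lists, and 5 of the 13 were higher. Without TSA(0-8 h)+VC(8-15 h) replicate 3, the median was 0.62, at percentile 26.1, and without control replicates 1 and 2 in turn the percentile was 6.51 and 9.2. Between TSA(0-8 h) and control embryos, 9 genes were tested, with a median of -1.95 at percentile 7.43, and 2 of the 9 were higher. The percentile was 0.64 without TSA(0-8 h) replicate 2 and 0.07 without control replicate 2.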

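At an adjusted p-value under 0.05, 0 transcripts were upregulated by TSA(0-8 h)+VC(8-15 h) against both TSA(0-8 h) and control embryos, of 0 and 1 upregulated in each comparison. At an unadjusted p-value under 0.01, 62 transcripts were higher against both, of 262 and 217, where 18.7 were expected by chance over the 3043 transcripts tested in both. The 3 TSA(0-8 h)+VC(8-15 h) embryos belong to both comparisons. With treatments exchanged among embryos with the same replicate number, 4 of the 100 relabelings gave an overlap as large, the treatment labels included, and the largest other overlap was 68. That 68 came from a single grouping, which entered under both orders of its control and TSA(0-8 h) names. With the replicate block, 10 transcripts were shared at an adjusted p-value under 0.05, and with a pseudocount of 0.1, 37.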

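Of the transcripts downregulated by TSA(0-8 h) against control embryos, 0 were upregulated by TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h) embryos at an adjusted p-value under 0.05, where the comparisons gave 1 and 0 transcripts. At an unadjusted p-value under 0.01, 21 transcripts were lower in TSA(0-8 h) embryos in both comparisons, of 108 and 262. Of these, 35 and 53 were among the 2156 transcripts tested in both, so 0.86 shared were expected by chance. Both comparisons use the same 3 TSA(0-8 h) embryos, however. In 4 of the 100 relabelings within replicate numbers, the treatment labels included, the overlap was as large, and the largest other was 24. These include the treatment grouping with the names of control and TSA(0-8 h)+VC(8-15 h) exchanged, which gives the same overlap by construction. With a pseudocount of 0.1, the overlap at an adjusted p-value under 0.05 was 17, and with the replicate block 1.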

Taken together, the treatment with VC generally upregulates gene expression, including transcripts that are downregulated by the TSA treatment.

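The treatment splits were set against the other splits of the same 6 embryos into groups of 3, each counted by its larger direction at an unadjusted p-value under 0.01. For TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h), the 262 higher transcripts of the treatment split were more than in any other split, the largest of which gave 153. For TSA(0-8 h)+VC(8-15 h) against control, the 217 higher transcripts compared with at most 133 in the other splits. For TSA(0-8 h) against control, the 108 lower transcripts were fewer than the 173 of the largest other split, which parts only 1 same-numbered pair. Among the other splits that part every same-numbered pair, as the treatment split does, the largest gave 73. Each comparison has 10 splits, so a share below 0.1 cannot be reached.

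From the comparison of TSA(0-8 h)+VC(8-15 h) with TSA(0-8 h) embryos, with more upregulated than downregulated transcripts, some of them also upregulated against control and some downregulated by TSA(0-8 h), the paper concludes that VC generally upregulates gene expression, including transcripts that TSA downregulates.

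**Figure D4:**
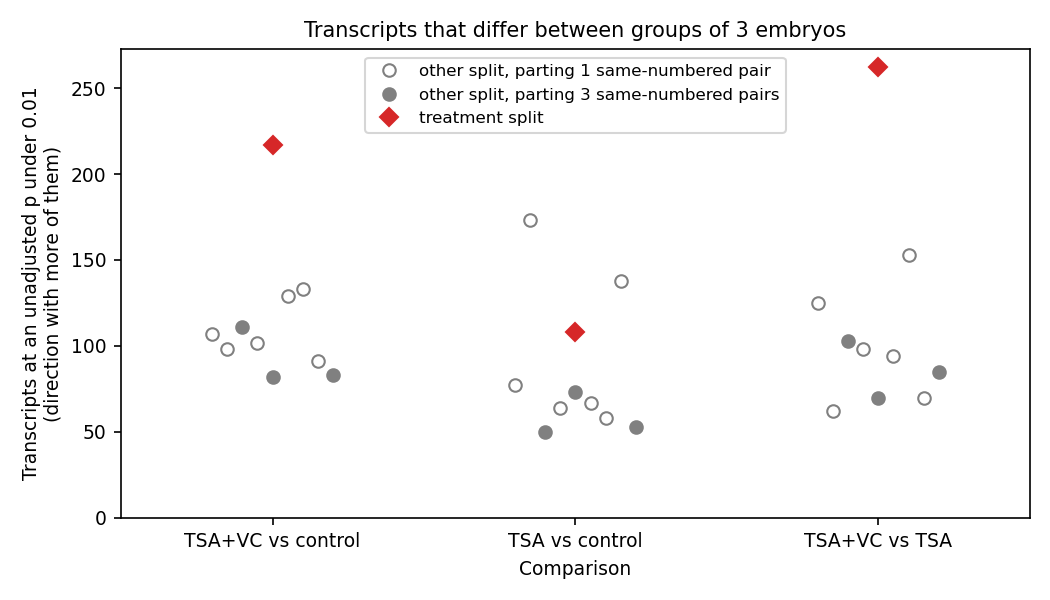
Number of transcripts at an unadjusted p-value under 0.01 in the direction with more of them (y axis) for the 3 comparisons (x axis), for the treatment split of the 6 embryos (red) and the other splits into 3 and 3 (grey). Filled grey circles part 3 same-numbered pairs of embryos, as the treatment split does, and open circles part 1. The treatment split gives 217 against control, 108 for TSA(0-8 h) against control and 262 against TSA(0-8 h).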

### Upregulated expression of the early-embryo-specific retroelement in SCNT embryos treated with TSA and VC

We next asked if treatment with TSA(0-8 h)+VC(8-15 h) affects the expression of retroelements, some of which are highly expressed in mouse embryos at the two-cell stage, including ERVL (Ishiuchi et al., 2015; Macfarlan et al., 2012). ERVL is suppressed in SCNT embryos, compared to IVF embryos (Matoba et al., 2014). Interestingly, the expression of ERVL was upregulated in the SCNT embryos treated with TSA(0-8 h)+VC(8-15 h), compared to the non-treated control SCNT embryos (Fig. 2D). Transcripts from LINE sequences were also upregulated and expression of other retroelements was not greatly affected (Fig. S4). These results suggest that the suppressed expression of the retroelement ERVL in the SCNT embryos is rescued by the TSA(0-8 h)+VC(8-15 h) treatment.

### Reduced histone H3K9 methylation is associated with a high developmental potential of TSA- and VC-treated SCNT embryos

We have shown that TSA(0-8 h)+VC(8-15 h) treatment enhances transcription from H3K9me3-enriched reprogramming-resistant genes (Fig. 2C). Moreover, VC has been shown to accelerate epigenetic reprogramming including demethylation of DNA (Zhang et al., 2016) and histone H3K9 (Chen et al., 2013). We therefore examined changes in epigenetic modifications in TSA(0-8 h)+VC(8-15 h)-treated SCNT embryos. The upregulated expression of *Kdm3b*, a H3K9 demethylase, was observed in SCNT embryos after TSA(0-8 h)+VC(8-15 h) treatment (Fig. S5). 

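Kdm3b (NM_001081256) lies on chromosome 18 of mm9 from 34936662 to 34999024, on the plus strand, and has a single entry in the files. It was at 12.9, 39.3 and 7.80 RPKM in TSA(0-8 h)+VC(8-15 h) replicates 1, 2 and 3 (399, 2171 and 681 reads) and at 0.207, 0.143 and 0.0103 RPKM in control replicates 1, 2 and 3 (8, 7 and 1 reads). The group values were 20.0 ± 16.9 RPKM (SD, n = 3) and 0.120 ± 0.101 RPKM (SD, n = 3). Its log2 fold change was 3.93 (standard error 1.11), with an adjusted p-value of 0.110 from limma with Benjamini-Hochberg adjustment, which is not past the threshold of 0.05. Every TSA(0-8 h)+VC(8-15 h) embryo was above every control embryo (two-sided exact permutation test, p = 0.1, the smallest that 3 embryos against 3 allow). With each embryo left out in turn, the log2 fold change stayed between 3.31 and 4.41. With the replicate block it was 3.93 with an adjusted p-value of 0.0809 from limma. A pseudocount of 0.1 moved it most among the alternatives set before the data were examined, to 6.30 with an adjusted p-value of 0.0310, and a minimum of 5 RPKM gave an adjusted p-value of 0.00550. With no filter on low values the adjusted p-value was 0.716, and with all 14 embryos in a single fit 0.218, both from limma.

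Control values rest on few reads. Of transcripts at 50 RPKM or more in 1 embryo and under 1 RPKM in the other 13, a choice that leaves out larger shares, other embryos of its pool held a median of 0.0295% of its reads, and the 95th percentile was 0.361%. TSA(0-8 h) embryos were at 15.4, 0.0540 and 0.0239 RPKM, so that 1 of the 3 was as high as the TSA(0-8 h)+VC(8-15 h) embryos (log2 fold change of TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h) 2.71, standard error 1.49, adjusted p = 0.373 from limma).

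**Figure D5:**
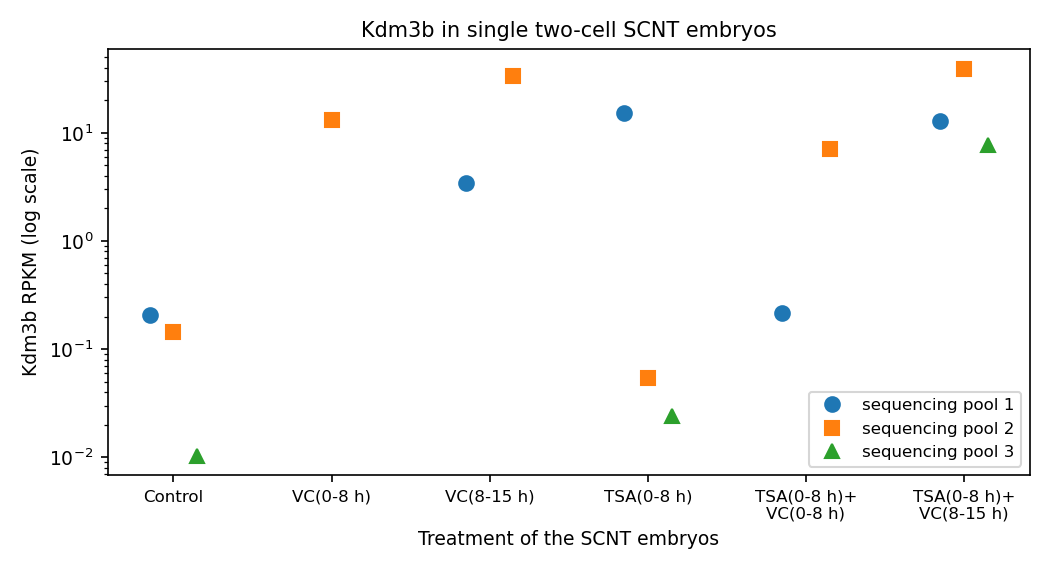
Kdm3b in RPKM (y axis, log scale) in each of the 14 embryos by treatment (x axis), with the sequencing pool as color and shape. The TSA(0-8 h)+VC(8-15 h) embryos lie between 7.80 and 39.3 RPKM and the control embryos between 0.0103 and 0.207 RPKM.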

A reduction in H3K9me3 was also observed at the two-cell stage after TSA(0-8 h)+VC(8-15 h) treatment (Fig. 3A). In addition, 5-hydroxymethylation (5hmC) was increased by TSA(0-8 h)+VC(8-15 h) treatment in SCNT embryos (Fig. S6) suggesting enhanced TET activities and DNA demethylation in SCNT embryos. Together, TSA(0-8 h)+VC(8-15 h) treatment decreases the abnormally high levels of H3K9me3 and DNA methylation in SCNT embryos, which may result in successful activation of reprogramming-resistant genes and the retrotransposons (Fig. 3B).

**Fig. 3.**
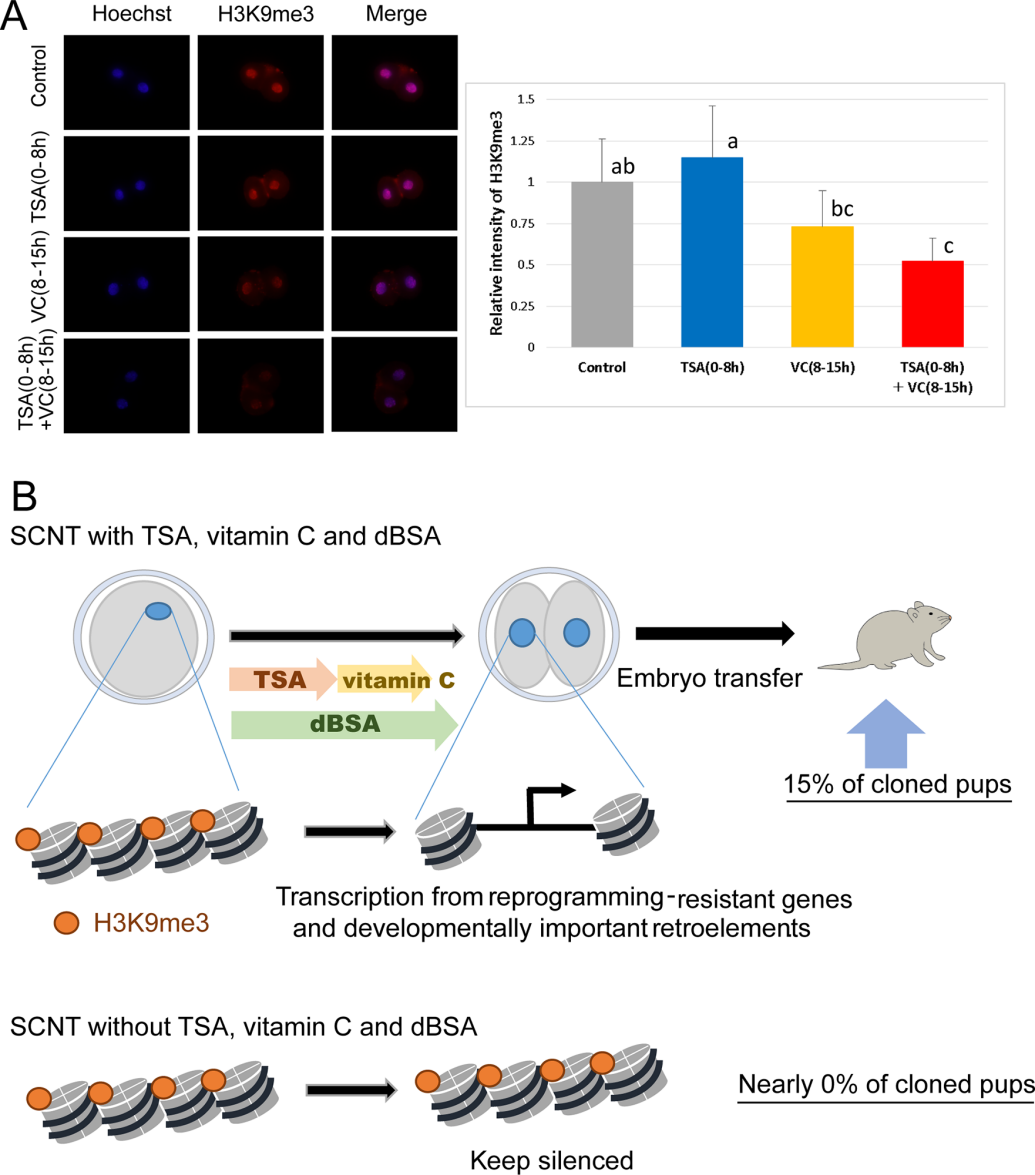
**Reduced histone H3K9 trimethylation in SCNT embryos treated with TSA and VC.** (A) Immunostaining analysis indicated that SCNT embryos with TSA+VC showed a significantly lower level of H3K9me3 compared to control embryos. Different letters indicate statistical significance (*P*<0.05, one-way ANOVA with subsequent Tukey's multiple comparison tests). Fourteen or fifteen two-cell embryos were examined. Error bars represent means±s.e. (*n*=3). (B) A model shows how the treatment with trichostatin A and vitamin C in the dBSA-containing medium enhances epigenetic reprogramming and results in the enhanced cloning success rate.

## DISCUSSION

Somatic cell nuclear transfer offers us a unique opportunity to experimentally render differentiated cells totipotent, enabling production of cloned animals from adult somatic cells. However, the adult somatic cells are resistant to this reprogramming and often retain somatic chromatin states even in reconstructed cloned embryos. As a result, SCNT embryos frequently exhibit aberrant histone modifications and gene expression, compared to normally fertilized counterparts. Landmark studies have discovered repeatedly observed abnormalities in SCNT embryos, including ectopic expression of noncoding RNA *Xist* (Inoue et al., 2010), repression of genes in large organized chromatin K9 modifications (LOCKs) (Fukuda et al., 2010; Inoue et al., 2010), defects in trophoblast cell lineage (Lin et al., 2011) and downregulated expression of genes enriched with H3K9me3 (Matoba et al., 2014). Previous studies have shown that correction of these representative defects greatly improves birth rates of SCNT embryos up to around 15% (Inoue et al., 2010; Lin et al., 2011; Liu et al., 2016; Matoba et al., 2014). The method we presented here also supports a similarly high birth rate of SCNT embryos (15.2%, Table 1). We achieved one of the most efficient mouse clones just by optimizing the culture condition without genetic manipulation, mRNA injection or help of tetraploid complementation. Thus, our simple method will be readily applicable to many laboratories and may be useful for cloning in other species, in which genetic manipulation, RNA injection and tetraploid complementation are not available.

Synergistic effects of histone deacetylase inhibitors with other factors to improve cloning efficiency have been explored because histone deacetylase inhibitors, including TSA, reliably enhance development of cloned embryos (Ogura et al., 2013). Despite numerous attempts, striking additive effects have not been observed (Inoue et al., 2010; Mallol et al., 2015; Matoba et al., 2014), apart from one of the highest mouse cloning rates to term achieved by the TSA treatment and siRNA injection against *Xist* (Matoba et al., 2011). We here show that sequential treatment of TSA and VC is key to maximizing their influences on reprogramming (Figs 1C and 2B, Table 1). TSA treatment, which begins right after nuclear transfer, increases histone acetylation in pronuclei and accelerates chromatin decondensation and proper organization of constitutive heterochromatin (Bui et al., 2010; Maalouf et al., 2009), suggesting that TSA contributes to initial remodeling of injected somatic nuclei presumably by relaxing chromatin. VC starts to enhance reprogramming 8 h after the commencement of activation, which represents approximately the same timing as the initiation of DNA replication and appearance of DNA repair markers, related to DNA demethylation (Wossidlo et al., 2010). In addition, this timing coincides with Tet3-mediated accumulation of 5hmC (Amouroux et al., 2016). Furthermore, demethylation of H3K9me2 can be induced until 10 h after activation (Wang et al., 2007). These results suggest that dynamic epigenetic reprogramming was induced in SCNT embryos when VC was added in our experiments. It is also noteworthy that the retroelement ERVL is transcribed as early as 8 h after oocyte activation (Kigami et al., 2003). Therefore, the proper erasure of somatic epigenetic memories and establishment of embryonic epigenetic signatures at this stage might be crucial for subsequent gene activation and hence embryonic development. In fact, our RNA-seq analyses revealed that both TSA and VC contribute to rescued gene expression in SCNT embryos at the two-cell stage, although the mechanism of action seems different between those two molecules. TSA induces not only activation of a set of genes but also downregulation of gene expression, while VC generally supports transcriptional activation including those downregulated by the TSA treatment.

The effect of TSA and VC was well-exerted when dBSA was added to mouse embryo culture medium instead of BSA. dBSA has been used as a component of culture media for human bone marrow cells (Leary et al., 1990) and for differentiating human ES cells (Ng et al., 2008). Injection of dBSA into oocyte cytoplasm enhances development of SCNT embryos while addition of dBSA to culture medium does not support better development than control (Isaji et al., 2015). This is in good agreement with our results that only dBSA did not support efficient development (non-treated control in Table 1). Nevertheless, the obvious requirement of dBSA for efficient development was seen when dBSA was used in combination with TSA and VC (Fig. S2), indicating synergistic effects of TSA, VC and dBSA. One possible explanation for this additive effect is that deionization of BSA removes metal ions that are reactive to VC from culture medium, thus increasing the ratio of free VC that can work with intracellular iron ion to increase the activities of Fe^2+^- and oxoglutarate-dependent enzymes to accelerate demethylation. Further investigation of dBSA may offer opportunities to reveal new mechanistic insight into reprogramming.

A key for efficient reprogramming is to break epigenetic barriers that stabilize somatic cell states. H3K9me3 has been convincingly shown as one of such barriers in SCNT embryos (Liu et al., 2016; Matoba et al., 2014) and in iPS cells (Chen et al., 2013; Soufi et al., 2012; Sridharan et al., 2013). Our study shows that the H3K9me3 barrier can be at least partially removed just by adding TSA and VC to the dBSA-containing medium at the appropriate timing (Figs 2C and 3B). H3K9 demethylation by VC is mediated through the elevated KDM3/4's activity in iPS cells, including KDM3B (Chen et al., 2013). Previous studies showed that the overexpression of *Kdm4b*, *Kdm4d* and *Kdm5b* enhances the development of mouse SCNT embryos (Liu et al., 2016; Matoba et al., 2014), while our TSA(0-8 h)+VC(8-15 h) treatment upregulates *Kdm3b* expression (Fig. S5). These results suggest that the improved development by the TSA(0-8 h)+VC(8-15 h) treatment might be mediated by a different mechanism from the previously observed effects of histone demethylase overexpression in SCNT embryos. 

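The other demethylase genes named were followed in the same embryos. Kdm4b (NM_172132) reached 1 RPKM in 1 of the 3 TSA(0-8 h)+VC(8-15 h) embryos, at 12.6 RPKM in replicate 2. In control embryos it was at 0.0948 RPKM or less (two-sided exact permutation test of log2(RPKM+1) values, p = 0.4). Kdm4d (NM_173433) was at 0.0483 RPKM or less in the TSA(0-8 h)+VC(8-15 h) embryos and 0.109 RPKM or less in control embryos (p = 1.0 in the same exact test). Neither passed the filter on low values. Kdm5b (NM_152895) was at 127 ± 61.0 RPKM (SD, n = 3) in TSA(0-8 h)+VC(8-15 h) embryos and 115 ± 88.7 RPKM (SD, n = 3) in control embryos, a log2 fold change of 0.33 (standard error 0.91, adjusted p = 0.894 from limma). Its direction changed with median-ratio scaling, to -0.50. The log2 fold change of Kdm3b was 3.93, and each of these values has its error from 3 embryos per group.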

One functional difference between *Kdm3b* and *Kdm4b/4d/5b* that has been shown to enhance mouse cloning is that *Kdm3b* demethylates H3K9me1/2 (Nottke et al., 2009), in good agreement with our observation that the H3K9me2-regualted retrotransposon MuERVL (Maksakova et al., 2013) is upregulated in SCNT embryos (Fig. 2D). Therefore, the improved development by the TSA(0-8 h)+VC(8-15 h) treatment might be not only through reducing H3K9me3, but also by downregulating H3K9me1/2. Moreover, hydroxymethylation was increased by TSA(0-8 h)+VC(8-15 h) treatment in SCNT embryos (Fig. S6), suggesting enhanced TET activities and DNA demethylation in SCNT embryos. Importantly, incomplete erasure of the somatic type of DNA methylation is also regarded as a major obstacle for successful reprogramming (Mikkelsen et al., 2008). These results demonstrate that TSA+VC treatment in SCNT embryos can overcome epigenetic barriers, resulting in the dramatic improvement of mouse cloning. Although TSA+VC treatment clearly affects epigenetic changes as mentioned above, several lines of evidence demonstrate that the development of SCNT embryos is also influenced by non-epigenetic factors (Miyamoto et al., 2011; Mizutani et al., 2012). For example, abnormal chromosome segregation is a major cause of developmental arrest of cloned embryos (Mizutani et al., 2012), which may in turn result in abnormal gene expression. Inhibition of class IIb HDACs, whose targets include not only histones but also chaperones and tubulin, plays a key role for improved development of cloned embryos (Ono et al., 2010). Furthermore, two-digit cloning rates can be achieved by using latrunculin A, an actin polymerization inhibitor, instead of cytochalasin B (Terashita et al., 2012). It is therefore plausible that the observed positive effects of TSA+VC treatment in the dBSA-containing medium might be accomplished by the combination of epigenetic and non-epigenetic factors, which warrants further investigation into the contribution of non-epigenetic factors. In conclusion, our refined protocol for mouse somatic cell nuclear transfer will ensure the efficient production of cloned mice and will make the SCNT technique widely available for a variety of applications, including preservation of genetic materials and regenerative medicine.

## MATERIALS AND METHODS

### Animals

B6D2F1 (C57BL/6J×DBA/2N) and ICR mice were obtained from Japan SLC (Hamamatsu, Japan) or CLEA Japan (Tokyo, Japan). This study conformed to the Guide for the Care and Use of Laboratory Animals. All animal experiments were approved and performed under the guidelines of the Animal Research Committee, Kyoto University and Kindai University, Japan.

### Collection of oocytes and cumulus cells

Female B6D2F1 mice, aged 8-10 weeks, were superovulated by intraperitoneal injections of 7.5 IU of pregnant mare serum gonadotropin (PMSG; ASKA Animal Health, Tokyo, Japan) followed 48 h later by 7.5 IU of human chorionic gonadotropin (hCG; ASKA Pharmaceutical, Tokyo, Japan). Cumulus–enclosed oocytes at the second meiotic metaphase (MII) stage were collected from the oviducts 15 h after the hCG injection in Hepes-buffered CZB medium (HCZB) (Chatot et al., 1989) and treated with 0.1% hyaluronidase in HCZB at 37°C until dispersion of cumulus cells. Cumulus-free oocytes were then washed and kept in drops of 0.3% dBSA (see below) containing KSOM medium without EDTA (mKSOM), covered with mineral oil, at 37°C in air containing 5% CO_2_ until use. Dispersed cumulus cells were removed from the hyaluronidase and placed in 6% dBSA containing HCZB until being used as donor cells for SCNT. For experiments shown in Fig. 1D, mouse embryonic fibroblast cells were derived from day 11.5 mouse embryos (ICR×ICR).

### Preparation of deionized bovine serum albumin

Stock solution of dBSA was prepared as described previously (Isaji et al., 2015; Ng et al., 2008). Briefly, BSA (Sigma-Aldrich, cat. code: A3311) was dissolved in distilled water at a concentration of 12%. Approximately 360 mg of mixed ion-exchange resin beads [AG501-X8(D); Bio-Rad] was then added to 10 ml of 12% BSA solution, and the mixture was incubated at room temperature with occasional stirring. When the beads changed color from blue-green to gold, fresh beads were replaced in the BSA solution for a total of three replacements. The supernatant was sterilized with filtration (0.45 µm, Millipore) and stored at −20°C as 12% stock solution. In mKSOM medium for culturing SCNT embryos, 0.3% BSA was supplemented. For Fig. S2B, BSA purchased from Calbiochem (San Diego, CA, USA, cat. code: 126609) was used to compare with the above mentioned dBSA.

### Somatic cell nuclear transfer

SCNT was carried out as described previously (Isaji et al., 2015). Briefly, enucleation of denuded MII oocytes was performed in drops of HCZB containing 5 µg/ml cytochalasin B (Sigma-Aldrich). After enucleation, a donor cell in HCZB with 6% dBSA was placed in the perivitelline space of an enucleated oocyte together with HVJ-E (GenomeONE-CF, Ishihara Sangyo, Osaka, Japan) by tightly attaching the donor cell to the enucleated oocyte, the oocyte was then cultured in mKSOM for 1 h at 37°C in air containing 5% CO_2_, during which time it fused with the donor cell. The reconstructed oocytes were activated by the incubation for 6 h in 5 mM SrCl_2_ and 2 mM EGTA-containing mKSOM supplemented with 5 µg/ml cytochalasin B, referred to as activation medium (Isaji et al., 2015; Kishigami and Wakayama, 2007), at 37°C in air containing 5% CO_2_.

### Epigenetic modifier and antioxidant treatments of cloned embryos

For epigenetic modifier treatments, trichostatin A (TSA, Sigma-Aldrich, cat. code: T8552) was dissolved in DMSO to prepare 10 µM stock solution and stored at −20°C. Vitamin C (VC, Sigma-Aldrich, cat. code: A5960) was dissolved in distilled water to prepare 1 mg/ml stock solution, filtered, and stored at −20°C. The final concentrations of both epigenetic modifiers were prepared by diluting the stock solution in activation or mKSOM culture media, depending on the experimental procedure (Figs 1 and 2A). The reconstructed oocytes were treated with 50 nM TSA for 8 h from the commencement of activation (COA), with VC at various concentrations (1, 10, 25 and 50 µg/ml) for 24 h after COA, with 10 µg/ml VC for 8 or 15 h after COA, or with 10 µg/ml VC during the period of 8 to 15 h after COA. The best developmental outcome was obtained by incubating the reconstructed oocytes with 50 nM TSA for 8 h after COA followed by treatment of 10 µg/ml VC for 7 h. For antioxidant treatments, N-acetyl-L-cysteine (NAC, Sigma-Aldrich, cat. code: A7250) and vitamin E (VE, Sigma-Aldrich, cat. code: T3634) were used. The reconstructed oocytes were treated with 1 mM NAC or 100 µM VE 8-15 h after COA. The activated oocytes were cultured at 37°C in air containing 5% CO_2_ in mKSOM before or after treatments with epigenetic modifiers or antioxidants until reaching the two-cell or blastocyst stages.

### Immunofluorescence staining

Cloned embryos at different developmental stages were fixed in 3.7% paraformaldehyde in PBS at 4°C overnight. After permeabilization with 0.5% Triton X-100 in PBS for 40 min at room temperature, samples were blocked in blocking solution (0.05% Tween-20, 1.5% BSA, and 0.5% sodium azide in PBS) for 1 h at room temperature. For 5meC and 5hmeC, the samples were treated with 4 M HCl for 10 min and neutralized with 100 mM Tris-HCl (pH 8.5) for 20 min. The samples were then incubated with primary antibodies at 4°C overnight. The primary antibodies used were rabbit anti-CDX2 (1:100, BioGenex, Fremont, CA, USA, cat. code: CDX2-88), mouse anti-trimethyl histone H3K9 (H3K9me3) (1:100, MBL, Nagoya, Japan, cat. code: MABI0318), mouse anti-5meC (1:200, Active Motif, Carlsbad, CA, USA, cat. code: 61479) and rabbit anti-5hmeC (1:200, Active Motif, cat. code: 39769) antibodies. After washing, the samples were incubated with the secondary antibodies, Alexa Fluor 488-conjugated anti-rabbit IgG antibody (1:500; Thermo Scientific, Waltham, MA, USA) or Alexa Fluor 594-conjugated anti-mouse IgG antibody (1:500; Thermo Scientific) for 1 h at room temperature. After another washing step, the samples were stained with 10 µg/ml Hoechst 33258 for 10 min and mounted on slides in 50% glycerol in PBS.

The fluorescence signals of CDX2, H3K9me3 and Hoechst were observed using a fluorescence microscope (FSX100, Olympus, Tokyo, Japan) using the same contrast, brightness, and exposure settings. Digital images of CDX2, H3K9me3 and Hoechst signals were acquired with the FSX-BSW software (Olympus). Confocal digital images of the fluorescence signals of 5mC and 5hmC were captured with a confocal laser-scanning microscope (Carl Zeiss, Germany) using the same contrast, brightness, and exposure settings. A semi-quantitative analysis of the fluorescence signals of H3K9me3, 5mC and 5hmC in the nuclei of each group was conducted using Image J. The total intensity of H3K9me3, 5mC and 5hmC in each nucleus was measured from five different random regions and the background value for the cytoplasm was subtracted. This calculated intensity was multiplied by the nuclear volume (v=4πr^3^/3) to yield the total amount of fluorescence for the nucleus (Bui et al., 2010).

### Embryo transfer

Pseudopregnant ICR females mated with sterile ICR males were used as embryo recipients. SCNT embryos that had developed to the two-cell stage were transferred to the oviducts of the pseudopregnant females at 0.5 days post-coitus (dpc). Cesarean section and uterine analysis of implantation sites were performed in all recipients at 19.5 dpc. If available, lactating foster mothers were used to raise live pups.

### Library preparation

Single embryos after the removal of zona pellucida were subjected to RNA purification using PicoPure RNA extraction kit (Thermo Scientific) according to the vendor's instruction. At the final step of RNA extraction, 9 μl of elution buffer was used to extract RNA from the column. Two μl of RNA out of 9 μl were subjected to Ovation Single Cell RNA-seq System (NuGEN) for making a library for sequencing. Two steps of PCR amplification (14 and 12 cycles) were needed to obtain an adequate amount of DNA for sequencing. The obtained library was quality-checked by TapeStation (Agilent) and quantified using Qubit (Thermo Scientific).

### Sequencing data filtering

Single end 50 bp sequencing was carried out using the Illumina Hiseq2000 system. Fastq files from Illumina sequencing were filtered for low quality reads (<Q20), and low quality bases were trimmed from the ends of the reads (<Q20). Adaptors were removed using cutadapt (Martin, 2011). The sequencing reads were then mapped to the mouse genome (mm9) using TopHat and UCSC annotation of exon locations in mm9. This annotation was also used to generate counts of reads covering exonic regions for each gene, and RPKM values were calculated from these by normalizing to total counts and transcript length.

### RNA-seq analysis

An unsupervised hierarchical clustering of the RPKM values was performed using hclust in R (using Euclidean distance and Ward agglomeration). To prepare the count data for differential expression analysis, a filter was applied requiring genes to have 1 count per million (CPMs) in all three treatment replicates or in all three controls. Differentially expressed genes were then identified using edgeR. Gene ontology terms showing over-representation of genes that were up- or down-regulated after nuclear transfer were detected using PANTHER (http://www.pantherdb.org/). Hypergeometric tests were performed to compare the overlap between upregulated genes in cloned embryos treated with TSA+VC and other published gene lists (Matoba et al., 2014; Soufi et al., 2012) (GSE59073 and GSE36570). Genes passing CPM filter in the control versus TSA+VC comparison were ordered by fold change. The RPKM values for these genes were z-score normalized across all samples and plotted on a heatmap.

RepeatMasker (http://www.repeatmasker.org/) was used to identify locations of retroelements in the mm9 genome. These were then used to prepare counts, CPMs and RPKMs for each retroelement and differential expression analysis was performed using edgeR (Robinson et al., 2010), all following the procedure detailed above. Scatterplots of RPKM values for TSA(0-8 h)+VC(8-15 h) NT and control NT were generated, splitting the retroelements by subtype.

### Statistical analysis

Percentage data were subjected to arcsine transformation before statistical analyses. Data on *in vitro* and *in vivo* embryonic development were analyzed by one-way ANOVA with subsequent Tukey's multiple comparison tests or Fisher's exact test. Comparison of blastocyst cell numbers and fluorescence intensity were performed by one-way ANOVA with subsequent Tukey's multiple comparison tests. A value of *P*≤0.05 was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

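RNA of 14 single SCNT embryos at the two-cell stage was sequenced: 3 control embryos, 1 treated with VC(0-8 h), 2 with VC(8-15 h), 3 with TSA(0-8 h), 2 with TSA(0-8 h)+VC(0-8 h) and 3 with TSA(0-8 h)+VC(8-15 h). The authors filtered and trimmed the reads, mapped them to mm9 with TopHat, counted the reads on exons of each transcript and deposited RPKM values, normalized to total counts and transcript length. For differential expression, the authors used edgeR on counts, after a filter on counts scaled to the library total in all 3 treated or all 3 control embryos; the authors' counts were not used here. Conditions and replicate numbers were taken from the sample labels, and the sequencing pool from the library identifier.

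The reads counted per embryo were recovered from the steps between RPKM values, which are multiples of 1 read. On simulated libraries, the total was recovered in 6 of 6 and every read count in 98.9% of 3854 entries. In the real libraries, between 90.59% (control replicate 3) and 94.87% (VC(8-15 h) replicate 2) of the reads were recovered. The limma-voom fits and the filter on recovered reads rest on these. The reads counted were 5423162, 6864593 and 13589389 in control replicates 1 to 3, 3021540, 7813871 and 11753807 in TSA(0-8 h) replicates, 4343837, 7772139 and 12277567 in TSA(0-8 h)+VC(8-15 h) replicates, 3262558 and 13102176 in TSA(0-8 h)+VC(0-8 h) replicates, 9862594 and 6572802 in VC(8-15 h) replicates and 4260094 in the VC(0-8 h) embryo. With 3 reads as a floor, a transcript of 1 kb is seen from 0.221 RPKM in the deepest library and 0.993 RPKM in the shallowest. Such floors cover counting error only.

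The main comparisons were TSA(0-8 h)+VC(8-15 h) against control, TSA(0-8 h) against control and TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h), with 3 embryos in each group. Transcripts with at least 1 RPKM in all 3 embryos of either group were tested with limma (version 3.58.1 in R 4.3.3) on log2(RPKM+1), with lmFit and eBayes with a trend, and p-values were adjusted with the Benjamini-Hochberg method at a threshold of 0.05. The test was checked on simulated data with 200 changed transcripts. The comparison of VC(8-15 h) with control embryos and the interaction of TSA and VC(8-15 h) were fitted in the same way. Single genes were also compared with two-sided exact permutation tests of the group means of log2(RPKM+1). Named genes were chosen by a rule set before the data were examined: those the paper names and, in each comparison and direction, the 5 with the smallest p-values among those past the threshold in which every embryo of one group was above every embryo of the other, or, where fewer than 3 passed, the 3 with the smallest p-values under the same separation. Of the genes that meet this rule, 1 is not reported here. Gene coordinates are those of mm9.

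Clustering used Euclidean distances of RPKM values and Ward agglomeration, and the mean distance of a group was ranked among all triples of embryos. Gene lists for apoptosis, two-cell embryos, oocytes and cumulus cells were written before the data were examined, and the median log2 fold change of a list was compared with 10000 random lists matched in 20 bins of mean expression, with the 2.5 and 97.5 percentiles as thresholds. Relations across the 14 embryos were tested with 100000 permutations. Each comparison was repeated for every split of its 6 embryos into groups of 3, and the overlaps for 100 relabelings within replicate numbers. The splits that part every same-numbered pair were also fitted with the replicate block. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for all steps other than limma.

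Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a minimum of 5 RPKM, quantile normalization, median-ratio scaling, the replicate number as a block, a single fit of all 14 embryos, eBayes without a trend, an adjusted p-value under 0.1, an unadjusted p-value under 0.01, leaving out each embryo in turn, and other distances, filters and linkages for clustering. Chosen after seeing the data were a filter on at least 3 of the 6 embryos whatever their group, a filter on recovered reads, limma-voom on recovered reads, a pseudocount of 0.1 together with the replicate block, clustering distances limited to embryos from different pools, and the other backgrounds of the hypergeometric test. Retroelements, gene ontology terms, the published lists of reprogramming-resistant genes, Xist and the immunostaining were not analysed here.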

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

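For the number of transcripts, the tests of sequencing depth, sequencing pool, misassigned reads and the share of the highest transcripts were chosen only after the result was seen, as were both tests of Kdm3b and the test of the two-cell gene list after quantile normalization. For the sequencing pool and the share of the highest transcripts, the reading that the test cannot tell was adopted after its result was seen, in place of the rule written for it.

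The number of transcripts at 1 RPKM or more, which the paper does not report, was higher in each of the 3 TSA(0-8 h)+VC(8-15 h) embryos than in each of the 3 control embryos, with means of 5583 and 4818 (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Higher numbers were found in TSA(0-8 h)+VC(0-8 h) replicate 2 (6728), VC(8-15 h) replicate 1 (6342) and the VC(0-8 h) embryo (6244). TSA(0-8 h)+VC(0-8 h) replicate 1 (4864) and VC(8-15 h) replicate 2 (3322) were lower. Each pool held 1 TSA(0-8 h)+VC(8-15 h) embryo and 1 control embryo. TSA(0-8 h)+VC(8-15 h) was above control in each of the 3 pools, which the order of all 6 embryos fixes in advance, so this does not test the pool. At 5 RPKM, TSA(0-8 h)+VC(8-15 h) was again above control in each of the 3 pools. Reads assigned to the wrong embryo of a pool would make its embryos more alike, so this count is not a test of them. Over the 14 embryos, 5 relations with this number were computed. With the reads counted, Spearman's rho was 0.314 (permutation p = 0.272, adjusted 0.272) and Pearson's r 0.303 (permutation p = 0.285, adjusted 0.285), so no relation with depth was detectable with 14 embryos. That r was 0.497 after the pool means were removed, 0.0782 without the 2 embryos farthest from the median and 0.360 in pool 2, so a contribution of depth is not excluded. With the share of RPKM in the 100 highest transcripts, rho was -0.912 (permutation p = 1e-05, the smallest they can give, adjusted 5e-05) and r -0.93 (permutation p = 1e-05, adjusted 5e-05). That r was -0.892 without the 2 embryos farthest from the median share and -0.981 in pool 2, the only pool with at least 6 embryos. RPKM values share a fixed total, so both measures are tied by arithmetic and the relation cannot show which leads to the other. The share itself ran from 20.0% to 35.1%.

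The same number rose with the mean of the cumulus cell list (rho 0.569, permutation p = 0.0362, adjusted 0.0452; r 0.537, permutation p = 0.045, adjusted 0.0562), the two-cell list (rho 0.587, permutation p = 0.0307, adjusted 0.0452; r 0.571, permutation p = 0.0333, adjusted 0.0555) and the oocyte list (rho 0.736, permutation p = 0.0036, adjusted 0.009; r 0.785, permutation p = 0.00066, adjusted 0.00165). After adjustment, the p-value of Pearson's r was not under 0.05 for the cumulus cell and two-cell lists. Without the 2 embryos farthest from the median of each list, r was 0.423, 0.515 and 0.802, and in pool 2 it was 0.491, 0.564 and 0.846. Retained oocyte RNA had been predicted to go with fewer transcripts, and went with more. All 3 lists rose together, and the oocyte list rose most (rho 0.736). The mean of a list can rise simply because more transcripts are detected, so these relations cannot tell. RNA from cumulus cells (rho 0.569) and further genome activation (rho 0.587) remain possible, with no evidence for either from these values. The pattern also cannot be told apart from a smaller share of the 100 highest transcripts (rho -0.912).

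Kdm3b was also higher in both VC(8-15 h) embryos, which the paper's text does not report on for this gene, at 3.42 and 33.2 RPKM, than in every control embryo, at 0.0103 to 0.207 RPKM. The log2 fold change was 3.46 (standard error 1.02, adjusted p = 0.123 from limma with Benjamini-Hochberg adjustment, higher in 2 of 2 embryos), and the two-sided exact permutation test gave p = 0.1, the smallest that 2 against 3 allow. The smaller number of reads relative to the highest other embryo of its pool was 60.1%, while the 95th percentile of misassigned shares was 0.361%. That percentile was measured on transcripts under 1 RPKM in the other embryos, which leaves out larger shares. For Kdm3b itself, the embryos with few reads held 8 and 5 in pool 1, where the highest embryo held 399, and 7 and 3 in pool 2, where it held 2171. Reads assigned to the wrong embryo at such rates would not supply the 240 and 1552 reads of the VC(8-15 h) embryos. The least deeply sequenced control embryo could show 0.0778 RPKM with 3 reads, far below 3.42 RPKM, so depth does not account for it. Kdm3b was at 13.2 RPKM in the VC(0-8 h) embryo, at 15.4 RPKM in TSA(0-8 h) replicate 1 and at 0.215 and 7.08 RPKM in the TSA(0-8 h)+VC(0-8 h) embryos. The interaction of TSA and VC(8-15 h) was -0.75 on the log2 scale (adjusted p = 0.949 from limma). Reads shared with related sequences were not tested, so no biological explanation is put forward.

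The list of genes of two-cell embryos, which the paper does not analyse, was higher in TSA(0-8 h)+VC(8-15 h) than in control embryos. Its 11 tested genes had a median log2 fold change of 3.26, at percentile 99.7 of the random lists, and 11 of 11 were higher. Without members of multigene families, 4 genes remained (Sp110, Spz1, Zfp352 and Ubtfl1), with a median of 2.68 at percentile 98.5 and 4 of 4 higher, so reads shared between paralogs may not account for all of it. Sp110 has 2 entries that can exchange reads, and Zfp352 was higher in control replicate 3 (124.5 RPKM) than in any of the TSA(0-8 h)+VC(8-15 h) embryos (39.91 to 95.5 RPKM). After quantile normalization, the median was 2.62 at percentile 99.7, so, as far as this normalization removes it, the number of transcripts detected does not account for all of it. Of the 4 splits of the 6 embryos that part every same-numbered pair, 2 gave a median as far out among the random lists, as did 2 of all 10 splits. The other split, of TSA(0-8 h)+VC(8-15 h) replicates 1 and 2 and control replicate 3 against the rest, reached percentile 99.9 with a median of 2.86, below the 3.26 of the treatment split, and it keeps 2 of the 3 treated embryos together. The share cannot go below 0.1 with 10 splits, so the splits cannot tell the pattern apart from a grouping unrelated to treatment, whatever its size.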

How the results depend on the processing

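The alternatives named here were set before the data were examined, except the filter on at least 3 of the 6 embryos, the filter on recovered reads, limma-voom on recovered reads, the pseudocount of 0.1 with the replicate block, the distances limited to different pools and the other backgrounds of the hypergeometric test, which were chosen after seeing the data. DESeq2 and edgeR were not run, because the files hold RPKM and not counts, and the reads recovered from RPKM are inferred. The recovered reads were used with limma-voom and in a filter. The paper's own method, edgeR, was therefore not compared. Where a result changed with a setting, the cause was not tested.

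Counts of transcripts are given as upregulated and downregulated, first for TSA(0-8 h)+VC(8-15 h) against control, then for TSA(0-8 h) against control, then for TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h). They were 1 and 0, 2 and 1, and 0 and 0 as reported, with 501 and 127, 138 and 246, and 532 and 72 at an unadjusted p-value under 0.05. With a pseudocount of 0.1 they were 97 and 21, 27 and 77, and 174 and 21, and with a minimum of 5 RPKM 171 and 40, 44 and 83, and 206 and 35. With the replicate block they were 14 and 6, 2 and 2, and 171 and 25, and with all 14 embryos in a single fit 6 and 5, 5 and 9, and 2 and 0 (63 lower at an unadjusted p-value under 0.05). With no filter on low values each was 0, with 378 and 106, 103 and 155, and 363 and 67 at an unadjusted p-value under 0.05. Quantile normalization gave 1 and 0 (172 lower at an unadjusted p-value under 0.05), 2 and 1, and 3 and 1, and median-ratio scaling 1 and 1, 1 and 1, and 0 and 5 (292 higher and 251 lower at an unadjusted p-value under 0.05). Without the trend of eBayes, TSA(0-8 h) against control gave 0 and 0 (116 and 215 at an unadjusted p-value under 0.05). At an adjusted p-value under 0.1, TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h) gave 240 and 30. The counts were 217 and 47, 54 and 108, and 262 and 31 at an unadjusted p-value under 0.01. With no filter on low values they were 113 and 22, 27 and 29, and 93 and 18 at that threshold.

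Of the alternatives chosen after seeing the data, the filter on at least 3 of the 6 embryos gave 1 and 1, 2 and 2, and 1 and 2. The filter on recovered reads gave 1 and 1 for TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h). At an unadjusted p-value under 0.01, the filter on at least 3 embryos gave 74 and 20, 34 and 28, and 41 and 18. The filter on recovered reads gave 121 and 28, 30 and 31, and 137 and 26 there. Limma-voom gave 249 and 79, 37 and 101, and 254 and 35, and a pseudocount of 0.1 with the replicate block 175 and 49, 38 and 92, and 234 and 31. Across the fits that each left out 1 embryo, the counts ran from 0 to 15 and 0 to 85, from 0 to 9 and 0 to 307, and from 0 to 321 and 0 to 7. Both 85 and 307 came without control replicate 2. These fits gave at least 412 and 88, 88 and 192, and 486 and 59 at an unadjusted p-value under 0.05. Under 0.01, the direction with more transcripts changed in some of them. Against control, TSA(0-8 h)+VC(8-15 h) gave 84 and 226 without control replicate 2 and 90 and 119 without control replicate 3. TSA(0-8 h) against control gave 85 and 27, 129 and 18, and 91 and 32 without TSA(0-8 h) replicates 1, 2 and 3. TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h) gave 78 and 87 without TSA(0-8 h) replicate 2. In each of these fits the filter was applied to the embryos left, which loosened it for the smaller group and raised the number tested. Such changes of direction therefore cannot be told apart from an effect of the filter.

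The overlaps, 0 as reported, are given for transcripts upregulated by TSA(0-8 h) and by TSA(0-8 h)+VC(8-15 h) against control, then for those upregulated by TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h) and against control, then for those downregulated by TSA(0-8 h) and upregulated by TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h). They were 14, 62 and 21 at an unadjusted p-value under 0.01, with a pseudocount of 0.1 they were 5, 37 and 17, and with a minimum of 5 RPKM 10, 55 and 14. Quantile normalization and an adjusted p-value under 0.1 changed the second alone, to 1 each, the replicate block gave 10 for the second and 1 for the last, and the single fit of all 14 embryos the first and second, to 2 each. Limma-voom gave 10, 78 and 14 and a pseudocount of 0.1 with the replicate block 12, 64 and 19, while the filters on at least 3 of the 6 embryos and on recovered reads gave 1 for the second. Leaving out an embryo, the second ran from 0 to 1.

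The log2 fold change of Kdm3b between TSA(0-8 h)+VC(8-15 h) and control kept its direction in every alternative run. It passed the threshold with a pseudocount of 0.1 (6.30, adjusted p = 0.0310), a minimum of 5 RPKM (3.93, adjusted p = 0.00550), an unadjusted p-value under 0.01 (3.93), limma-voom (7.12, adjusted p = 0.00140) and a pseudocount of 0.1 with the replicate block (6.30, adjusted p = 0.0127), all from limma with Benjamini-Hochberg adjustment. It did not pass with the other alternatives, with an adjusted p from limma of 0.716 with no filter on low values, 0.556 with the filter on at least 3 of the 6 embryos, 0.242 with the filter on recovered reads, 0.218 with all 14 embryos in a single fit, 0.149 with quantile normalization, 0.117 with median-ratio scaling, 0.108 without the trend and 0.0809 with the replicate block. Leaving out an embryo, it ran from 3.31 to 4.41, with an adjusted p from 0.0525 to 0.183.

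The exact p of the distance among the 3 TSA(0-8 h)+VC(8-15 h) embryos was 0.0412 on log2(RPKM+1) values and 0.0412 with transcripts at 1 RPKM in at least 3 embryos. It was 0.102 on log2(RPKM+0.1) values and 0.516, with the direction reversed, with 1 minus Spearman correlation. Among triples from 3 different pools, chosen after seeing the data, it was 0.0667 with Euclidean distances, 0.0444 on log2(RPKM+1) values, 0.0111 on log2(RPKM+0.1) values, 0.0556 with transcripts at 1 RPKM in at least 3 embryos and 0.0778 with 1 minus Spearman correlation, with no reversal. For the 3 TSA(0-8 h) embryos, the direction reversed on log2(RPKM+1) (exact p = 0.387) and log2(RPKM+0.1) (exact p = 0.176) values, as it did there among triples from 3 different pools (exact p = 0.356 and 0.0556). The difference between these groups reversed with 1 minus Spearman correlation, to -8.95% of the mean distance, and was 0.497% with pairs from different pools alone, also chosen after seeing the data. The smallest branch of the TSA(0-8 h)+VC(8-15 h) embryos, 5 as reported, held 11 on log2(RPKM+0.1) values and 14 with 1 minus Spearman correlation. That of the TSA(0-8 h) embryos, 13 as reported, held 4 with transcripts at 1 RPKM in at least 3 embryos and 6 with ward.D.

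Leaving out an embryo, the median log2 fold change of the apoptosis list ran from 1.32 to 3.12 against TSA(0-8 h), from -3.66 to -1.47 for TSA(0-8 h) against control and from -1.32 to 0.62 for TSA(0-8 h)+VC(8-15 h) against control, where 0.62, without TSA(0-8 h)+VC(8-15 h) replicate 3, is a reversal. With quantile normalization it was -1.87 for TSA(0-8 h) against control, now past the 2.5 percentile, and -0.92 for TSA(0-8 h)+VC(8-15 h) against control, no longer past it. TSA(0-8 h) against control was also past it without TSA(0-8 h) replicate 2 (percentile 0.64) and without control replicate 2 (0.07). TSA(0-8 h)+VC(8-15 h) against control was not past it without control replicate 1 (6.51), control replicate 2 (9.2) or TSA(0-8 h)+VC(8-15 h) replicate 3 (26.1). Against TSA(0-8 h), the percentile ran from 19.1 to 98.8. The two-cell list ran from 2.69 to 3.97, the lowest, without TSA(0-8 h)+VC(8-15 h) replicate 1, no longer past the upper percentile. For VC(8-15 h) against control, the replicate block gave 2 transcripts and a pseudocount of 0.1 gave 71, against 0 as reported (305 higher and 146 lower at an unadjusted p-value under 0.05).

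Among single genes, Kdm5b reversed between TSA(0-8 h)+VC(8-15 h) and control with median-ratio scaling (-0.50), without TSA(0-8 h)+VC(8-15 h) replicate 2 (-0.03) and without control replicate 1 (-0.22). Without TSA(0-8 h) replicate 2 it reversed for TSA(0-8 h) against control (0.77) and TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h) (-0.43). Leaving out an embryo, it ran from -0.22 to 0.93, from -2.67 to 0.77 and from -0.43 to 3.01 in these comparisons. Tet3 reversed in the last comparison with median-ratio scaling (-0.24) and without TSA(0-8 h) replicate 1 (-0.20, in a range up to 1.71), and Ccdc82 went to 0.0 there with quantile normalization. Of the transcripts past the threshold, Ptma, Omt2a and H2bc12 were no longer past it with no filter on low values (adjusted p = 0.761 each), with eBayes without a trend (0.204, 0.474 and 0.129) and without any 1 of the TSA(0-8 h) embryos or control replicate 1, nor were Ptma (0.214) and Omt2a (0.229) with limma-voom, H2bc12 without control replicate 3 (0.0801) or Omt2a with median-ratio scaling (0.0658) and all 14 embryos in a single fit (0.137), all from limma. Ptma, Omt2a and H2bc12 stayed past it with the replicate block, quantile normalization, a pseudocount of 0.1 and a minimum of 5 RPKM (0.00780 at most), and Pcgf5, Cnbp, Fbxl5 and Eif4e1b between TSA(0-8 h)+VC(8-15 h) and control came past it with the replicate block (0.0310 at most), a pseudocount of 0.1 (0.0376 at most) and a minimum of 5 RPKM (0.024 at most), all from limma. Arhgap1 against control was no longer past it with no filter (0.102) and without any 1 of the TSA(0-8 h)+VC(8-15 h) embryos. Over the 500 alternatives run for 25 single genes and comparisons, 343 kept direction and side of the threshold, 122 became stronger, 27 weaker and 8 reversed.

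The spread between embryos limits what the test can show: with the spread of the real transcripts, it called 20% of simulated changes of 4 on the log2 scale and 74.7% of changes of 8.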

Differences from the paper's values

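Between TSA(0-8 h)+VC(8-15 h) and control embryos, 1 transcript was upregulated against the paper's 141 and 0 were downregulated (127 lower at an unadjusted p-value under 0.05) against the paper's 63. Of the alternatives set before the data were examined, a pseudocount of 0.1 (97) and a minimum of 5 RPKM (171) came within a factor of 1.5 of the paper's 141, and an unadjusted p-value under 0.01 (47) and leaving out control replicate 2 (85) of the paper's 63; the others did not. A pseudocount of 0.1 with the replicate block (175 and 49) and, for the downregulated, limma-voom (79) also came that close, and both were chosen after seeing the values.

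Between TSA(0-8 h) and control embryos, 2 were upregulated against the paper's 43 and 1 was downregulated against the paper's 97. Of the alternatives set before the data were examined, a minimum of 5 RPKM (44 and 83) and an unadjusted p-value under 0.01 (54 and 108) came within a factor of 1.5 of both, and a pseudocount of 0.1 (77) of the paper's 97; the others did not. Limma-voom (37 and 101) and a pseudocount of 0.1 with the replicate block (38 and 92), both chosen after seeing the values, also came that close.

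Between TSA(0-8 h)+VC(8-15 h) and TSA(0-8 h) embryos, 0 were upregulated (532 higher at an unadjusted p-value under 0.05) against the paper's 153 and 0 were downregulated (72 lower at an unadjusted p-value under 0.05) against the paper's 41. Of the alternatives set before the data were examined, a pseudocount of 0.1 (174), a minimum of 5 RPKM (206) and the replicate block (171) came within a factor of 1.5 of the paper's 153, and a minimum of 5 RPKM (35), an adjusted p-value under 0.1 (30) and an unadjusted p-value under 0.01 (31) of the paper's 41; the others did not. For the downregulated, limma-voom (35) and a pseudocount of 0.1 with the replicate block (31), both chosen after seeing the values, also came that close.

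Transcripts upregulated both by TSA(0-8 h) and by TSA(0-8 h)+VC(8-15 h) numbered 0 against the paper's 13. A minimum of 5 RPKM (10) and an unadjusted p-value under 0.01 (14), set before the data were examined, came within a factor of 1.5, as did limma-voom (10) and a pseudocount of 0.1 with the replicate block (12), both chosen after seeing the values; the others did not. Transcripts upregulated by TSA(0-8 h)+VC(8-15 h) against both TSA(0-8 h) and control numbered 0 against the paper's 35, and of the alternatives set before the data were examined a pseudocount of 0.1 (37) alone came within a factor of 1.5. Transcripts downregulated by TSA(0-8 h) and upregulated by TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h) numbered 0 against the paper's 13. A pseudocount of 0.1 (17) and a minimum of 5 RPKM (14), set before the data were examined, came within a factor of 1.5, as did limma-voom (14) and a pseudocount of 0.1 with the replicate block (19), both chosen after seeing the values; the others did not.

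The hypergeometric p of the overlap of 26 genes was 3.63e-06 with all entries of the files as the background, against the paper's 1.1e-06. No alternative for it was set before the data were examined, and the backgrounds chosen after seeing the values (one-sided exact p = 0.000202 and 0.00172) did not close the gap. The resistant genes could not be limited to these backgrounds, which can only raise the p-value.

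The smallest branch that held the 3 TSA(0-8 h)+VC(8-15 h) embryos held 5 embryos, against the paper's about 3 in Fig. 2B, read by eye, and none of the alternatives set before the data were examined closed the gap. The smallest branch that held the 3 TSA(0-8 h) embryos held 13, against the paper's about 4 in Fig. 2B, read by eye. Of the alternatives set before the data were examined, clustering of transcripts at 1 RPKM in at least 3 embryos gave 4, with control replicate 3 as the other member, and ward.D agglomeration gave 6, within a factor of 1.5 but with all 3 control embryos; the others did not come that close. Neither branch has the same members as the paper's.

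The paper states that the transcriptome after TSA(0-8 h) was reproducible, while the mean distance among the 3 embryos was 17913 RPKM, above the median of 16254 RPKM over all triples. This depends on the scale. The mean distance was below the median on log2(RPKM+1) and log2(RPKM+0.1) values (one-sided exact permutation test, p = 0.387 and 0.176). With 1 minus Spearman correlation it was above. The paper states that Kdm3b was upregulated by TSA(0-8 h)+VC(8-15 h), and here it was higher in every embryo with a log2 fold change of 3.93, not past the threshold (adjusted p = 0.110 from limma with Benjamini-Hochberg adjustment). The paper states that genes related to apoptosis were downregulated by TSA(0-8 h)+VC(8-15 h) and not by TSA(0-8 h). Here a list of such genes had a median log2 fold change of -0.81 for TSA(0-8 h)+VC(8-15 h) against control, past the 2.5 percentile of the random lists (percentile 1.02). It was -1.95 for TSA(0-8 h) against control, not past that percentile (7.43). The median for TSA(0-8 h) was nevertheless the lower of these. The paper's statement rests on gene ontology terms among its called transcripts, a different measure from the median of a hand-written list. It follows the comparison of TSA(0-8 h)+VC(8-15 h) with TSA(0-8 h). There the median was 2.65 (percentile 94.7), where the random lists had a median of 1.56. Both percentiles against control changed sides of the threshold when single embryos were left out. They also did with quantile normalization, to 3.96 for TSA(0-8 h)+VC(8-15 h) and 2.06 for TSA(0-8 h). The list therefore does not settle whether the treatments differ in this.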

Other observations

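Of the tests reported here, that of the rate of reads assigned to the wrong embryo and the splits fitted with the replicate block were chosen only after the result was seen. For the overlaps of 0, the reading that the relabelings cannot tell was adopted after their result was seen, in place of the rule written for them.

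Each comparison was repeated for the splits of its 6 embryos into groups of 3. A split other than by treatment has no set direction, so the larger of its counts was set against each count of the treatment split. Of the 10 splits, 4 part every same-numbered pair of embryos, the treatment split included, and the other 6 part only 1 pair and keep the rest together. For TSA(0-8 h)+VC(8-15 h) against control, 3 of the 4 splits gave as many upregulated transcripts as the treatment split (1) at an adjusted p-value under 0.05 from limma, and 4 of the 4 splits as many downregulated (0, with 127 lower at an unadjusted p-value under 0.05). Under an unadjusted p-value of 0.01, 1 of the 4 splits gave as many higher transcripts (217) and 4 of the 4 splits as many as the lower ones (47), while the smaller counts of the other splits were 29, 49 and 39. For TSA(0-8 h) against control, 2 of the 4 splits gave as many upregulated (2) and 2 of the 4 splits as many downregulated (1), and at an unadjusted p-value under 0.01 it was 2 of the 4 splits for higher (54) and 1 of the 4 splits for lower transcripts (108). For TSA(0-8 h)+VC(8-15 h) against TSA(0-8 h), 4 of the 4 splits gave as many upregulated and 4 of the 4 splits as many downregulated (0 each, with 532 higher and 72 lower at an unadjusted p-value under 0.05). Under the unadjusted threshold of 0.01, 1 of the 4 splits gave as many higher (262) and 4 of the 4 splits as many as the lower ones (31), while the smaller counts of the other splits were 47, 42 and 26. For the apoptosis list between TSA(0-8 h)+VC(8-15 h) and TSA(0-8 h), 1 of the 4 splits, the treatment split, gave a median as far out among the random lists. A count of 0 is reached by any split, so the splits show nothing about it. With the replicate block, 1 of the 4 splits gave as many upregulated (171) and 1 of the 4 splits as many downregulated (25) between TSA(0-8 h)+VC(8-15 h) and TSA(0-8 h), where the other splits gave at most 4. With the block, for TSA(0-8 h)+VC(8-15 h) against control, it was 1 of the 4 splits for upregulated (14) and 2 of the 4 splits for downregulated (6), the second with 6 in its larger direction and 0 in its smaller, and for TSA(0-8 h) against control 2 of the 4 splits for upregulated (2) and 2 of the 4 splits for downregulated (2). A share under 0.05 cannot be reached with so few splits, however far the treatment split stands out.

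When treatments were exchanged among embryos with the same replicate number, the overlaps at an adjusted p-value under 0.05, 0 for each pair of comparisons, were reached in 100, 100 and 100 of the 100 relabelings (at an unadjusted p-value under 0.05, 501, 138 and 532 transcripts were higher in the comparisons). An overlap of 0 is reached by any relabeling, so this shows nothing. Some relabelings differ only in the names of the groups and give the same overlap, so the 100 are not all distinct groupings. An overlap as large at an unadjusted p-value under 0.01 was reached in 12 of the 100 relabelings for transcripts higher with TSA(0-8 h) and with TSA(0-8 h)+VC(8-15 h) against control (14 shared), in 4 for those higher with TSA(0-8 h)+VC(8-15 h) against both TSA(0-8 h) and control (62 shared) and in 4 for those lower with TSA(0-8 h) and higher with TSA(0-8 h)+VC(8-15 h) (21 shared).

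Whether the excess of higher over lower transcripts follows the number of transcripts detected per embryo was tested on the splits other than the treatment splits. In 24 of these 27 splits (88.9%), the side with more transcripts at 1 RPKM had more higher transcripts at an unadjusted p-value under 0.01. The filter and the log scale tie these measures in part. After quantile normalization, 396 were higher and 172 lower for TSA(0-8 h)+VC(8-15 h) against control and 244 higher and 117 lower against TSA(0-8 h) at an unadjusted p-value under 0.05, from 501 and 127 and from 532 and 72 without it. With median-ratio scaling it was 332 higher and 234 lower against control and 292 higher and 251 lower against TSA(0-8 h), and at an unadjusted p-value under 0.01, 140 and 99 and then 151 and 85, from 217 and 47 and from 262 and 31. Quantile normalization gave 130 and 70 and then 70 and 48 at that threshold. The number of transcripts detected may therefore account for part of the excess (24 of the 27 splits), and how much depends on the scaling. Between TSA(0-8 h) and control, 169 were higher and 170 lower after quantile normalization, from 138 and 246.

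Embryos of the same pool resembled each other in rank order, with a mean Spearman correlation across transcripts, which are not independent replicates, of 0.719 against 0.630 between pools. Of 558 transcripts at 50 RPKM or more in 1 embryo and under 1 RPKM in the other 13, the share of embryos with any reads was 6.31 times as high in the same pool (50.9%) as in other pools (8.06%). The slope of log2 reads in the other embryos on log2 reads in the source embryo was 0.571 within pools and -0.405 between pools. Reads assigned to the wrong embryo of a pool are a candidate explanation. The median share was 0.0295% of the source's reads. No biological explanation was tested.

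Reads can move between the transcripts of a gene. With the entries of each gene summed, 10 of the 12 comparisons of named genes with more than 1 entry kept every embryo of one group above every embryo of the other, with Tcf25 and Sp110 the exceptions. These genes were named for such separation, so the test cannot tell whether the rest are free of that effect.

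Whether transcripts that were higher with TSA(0-8 h)+VC(8-15 h) than with TSA(0-8 h) are also higher with VC(8-15 h) alone was tested on the 262 transcripts. Their median log2 fold change between VC(8-15 h) and control embryos was 0.0724, rank 4 among the 10 splits of the 5 embryos, so an effect of VC(8-15 h) without TSA was not detectable with 2 embryos. Between VC(8-15 h) and control, 0 of 3171 transcripts passed an adjusted p-value of 0.05 from limma (305 higher and 146 lower at an unadjusted p-value under 0.05). The interaction of TSA and VC(8-15 h) had 0 of 4181 transcripts past it (286 higher and 134 lower at an unadjusted p-value under 0.05), with a smallest adjusted p of 0.128 from limma.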
